# CspC regulates the expression of the glyoxylate cycle genes at stationary phase in *Caulobacter*

**DOI:** 10.1186/s12864-015-1845-1

**Published:** 2015-08-27

**Authors:** Juliana S. Santos, Carolina A. P. T. da Silva, Heloise Balhesteros, Rogério F. Lourenço, Marilis V. Marques

**Keywords:** *Caulobacter crescentus*, Stationary phase, CspC, Glyoxylate cycle

## Abstract

**Background:**

The Cold Shock proteins are RNA binding proteins involved in various cellular processes, including adaptation to low temperature, nutritional stress, cell growth and stationary phase. They may have an impact on gene expression by interfering with RNA stability and acting as transcription antiterminators. *Caulobacter crescentus cspC* is an essential gene encoding a stationary phase-induced protein of the Cold Shock Protein family and this work had as goal investigating the basis for the requirement of this gene for survival at this phase. In this work we investigate the role of CspC in *C. crescentus* stationary phase and discuss the molecular mechanisms that could be involved.

**Results:**

The expression of *cspC* increased significantly at stationary phase in complex media and in glucose depletion, indicating a putative role in responding to carbon starvation. Global transcriptional profiling experiments comparing *cspC* and the wild type strain both at exponential and stationary phases as well as comparing exponential and stationary phase in wild type strain were carried out by DNA microarray analysis. The results showed that the absence of *cspC* affected the transcription of 11 genes at exponential phase and 60 genes at stationary phase. Among the differentially expressed genes it is worth noting those encoding respiratory enzymes and genes for sulfur metabolism, which were upregulated, and those encoding enzymes of the glyoxylate cycle, which were severely downregulated in the mutant at stationary phase. mRNA decay experiments showed that the *aceA* mRNA, encoding isocitrate lyase, was less stable in the *cspC* mutant, indicating that this effect was at least partially due to posttranscriptional regulation. These observations were supported by the observed arrested growth phenotype of the *cspC* strain when grown in acetate as the sole carbon source, and by the upregulation of genes for assimilatory sulfate reduction and methionine biosynthesis.

**Conclusions:**

The stationary phase-induced RNA binding protein CspC has an important role in gene expression at this phase, and is necessary for maximal expression of the glyoxylate cycle genes. In the case of *aceA*, its downregulation may be attributed to the shorter half-life of the mRNA in the *cspC* mutant, indicating that one of the possible regulatory mechanisms is via altering RNA stabilization.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-015-1845-1) contains supplementary material, which is available to authorized users.

## Background

Cold shock proteins (CSPs) have been studied in several bacteria, and were proposed to have a role as RNA chaperones that prevent the formation of secondary structures on RNAs, favoring translation of mRNAs and also changing their turnover rates [1]. These small proteins have an RNA binding domain that is called the Cold Shock Domain (CSD), but since then it was realized that not all the *csp* genes are induced by cold shock [2]. Bacterial strains usually have many *csp* paralogs, and as common pattern some of them are induced by cold shock and some are induced at stationary phase [3]. In *E. coli*, the CspA protein was shown to promote transcriptional activation, while CspC and CspE are involved in cell division and possibly in chromosome condensation [4, 5]. *E. coli* CspE displays a transcription antitermination activity that depends on its ability to melt the nucleic acid double strand, and is essential for adaptation to low temperature [6, 7]. CspD is induced upon entry into stationary phase and acts as an inhibitor of DNA replication [8]. The effect of mutations in *csp* genes in global gene expression was evaluated in response to cold shock [9], and at normal temperature [7]. However, the extent of CSP action in gene expression during stationary phase remains mostly unknown.

Little is known about these proteins in the alpha subclass of Proteobacteria, but amino acid sequence alignments showed that in some CSPs occurs a duplication of the CSD, not found so far in other groups [10]. The alpha-proteobacterium *Caulobacter crescentus* has in its genome four genes encoding proteins containing CSDs [10]. The expression of *cspA* and *cspB* is induced upon cold shock, while *cspB*, *cspC* and *cspD* are induced during stationary phase, and CspC and CspD proteins contain two CSDs [10, 11]. The cold induction of *C. crescentus cspA* and *cspB* is mainly a result of post-transcriptional regulation, while *cspD* induction at stationary phase is regulated by the two-component system SpdR/SpdS and ppGpp [12, 13].

*C. crescentus* undergoes drastic changes during stationary phase to long periods, assuming an elongated helical morphology and showing increased resistance to several stress conditions [14]. In order to establish the roles of CspC and CspD in *C. crescentus* adaptation to stationary phase, null mutant strains were obtained [11]. Although saturating transposon mutagenesis experiments predicted the *cspC* gene to be essential in *C. crescentus* [15], we were able to obtain a Δ*cspC::*Ω*Spec*^*R*^ mutant strain after screening hundreds of clones [11]. This strain presented altered cell morphology and a severe loss of viability during stationary phase, and these changes were not observed for the *cspD* mutant, indicating that the CspC has a specific role in cell viability [11].

Several important changes occur at the onset of stationary phase, mainly diminishing the overall metabolism and triggering the expression of specific genes to adapt the cells to withstand nutrient scarcity [16]. Moreover, adjusting the respiratory rates and enhancing stress response mechanisms are equally important to cope with the oxidative stress that is increased at this stage [16]. As an oligotrophic bacterium, *C. crescentus* displays nutritional versatility, being capable of growing in several distinct carbon sources besides sugars, such as aromatic compounds [17], fatty acids [18] and acetate [19].

In this work, we address the role of CspC at stationary phase using a global transcriptional profiling experiment. The results indicate that CspC is necessary for the expression of several genes involved in adaptation to nutritional starvation, particularly of the genes encoding enzymes of the glyoxylate cycle, and that the mutant *cspC* strain is unable to grow in acetate as the sole carbon source. This effect was at least partially due to post-transcriptional regulation of the mRNA encoding one key enzyme of the pathway, with CspC increasing the stability of this mRNA.

## Methods

### Bacterial strains and growth conditions

The strains utilized were derived from *Caulobacter crescentus* synchronizable strain NA1000 [20]. None of the bacterial strains used in this study required ethical approval to use. NA1000 and *cspC* (Δ*cspC*::ΩSpec^R^) [11] strains were cultured aerobically in peptone-yeast extract (PYE) medium or M2 minimal medium at 30 °C [21] supplemented with tetracycline (1 μg ml^−1^) as necessary. M2 containing 0.2 % acetate as the sole carbon source (M2A) was used in specific growth assays. Cultures of NA1000 and *cspC* mutant strains were grown up to midlog phase (Optical Density (OD_600_) = 0.3), the cells were pelleted and suspended in M2A. Growth rates were determined by measuring the OD_600_ at regular intervals. Aliquots were centrifuged at 12,000 × g and 4 °C for 5 min, and the supernatants were stored at −20 °C until further analysis of the consumption of acetate. Total acetate from the medium was determined by high-performance liquid chromatography (HPLC). A volume of 10 μl was injected into a Dionex HPLC (Ultimate 3000, Thermo Fisher Scientific Inc, Waltham, MA, USA) using a cation-exchange column (Aminex-HPX-87H). The system was equipped with differential refractometer (Shodex IR-101). Mobile phase was 5 mM H_2_SO_4_ at a flow rate of 0.6 ml/min.

### Expression assays

The expression the *cspC* was measured during nutritional starvation for glucose or nitrogen. For the glucose depletion assays, NA1000 cultures containing a transcriptional *cspC-lacZ* fusion cloned into pRK*lacZ*290 [22] were diluted to OD_600_ = 0.05 and at midlog phase (OD_600_ = 0.3) were centrifuged and resuspended in either M2 medium (control) or M2 medium lacking glucose or lacking NH_4_Cl. A sample of each culture was taken for expression assays and the cultures were further incubated for 3 h, when a second sample was taken. Expression was determined by β-galactosidase activity assays [23]. The assessment of *cspC* expression in other media was performed by diluting cultures of NA1000 harboring the *cspC-lacZ* fusion to an OD_600_ = 0.1 in the following media: M2G (complete M2 medium), M2P (M2 with 0.2 % peptone instead of glucose), PYE and PYEG (PYE plus 0.2 % glucose). Expression was assessed at different time points by β-galactosidase activity assay [23]. *sigU* and *sigT* transcriptional fusions were kindly provided by Suely Lopes Gomes [24]. β-galactosidase activity from these strains was determined at midlog phase (OD_600_ = 0.5) and after 24 h growth (OD_600_ = 1.2–1.3) [23] Statistical significance of the results was assessed using one-way analysis of variance (ANOVA) followed by Turkey-Kramer comparison test as necessary.

### DNA microarray analysis

DNA microarray global transcriptional profiling experiments were carried out using RNA isolated from NA1000 and *cspC* strains grown in PYE up to mid-exponential phase (OD_600_ = 0.4–0.5) and stationary phase (24 h, OD_600_ = 1.2–1.3). The *cspC* mutant strain presents a growth rate in PYE medium that is close to WT. Growth of the cultures for RNA isolation was monitored by absorbance readings, and after 24 h both cultures were well into stationary phase.

Slides containing tiled 50mer probes corresponding to all 3767 predicted open reading frames (ORFs) in the genome of *C. crescentus* CB15 were used (Agilent Technologies). The set of probes covered the region around the start codon (−300 to +200 relative to the translation start site) of each predicted ORF, so that the last four probes corresponding to each gene most likely comprise its transcribed region; since only coding regions were of our interest in this work, we considered only the four last oligonucleotides of a given ORF. Total RNA from independent cultures was isolated for each strain with Trizol reagent (Invitrogen) following the manufacturer’s instructions. RNA was quantified with NanoDrop 2000 (Thermo Scientific) followed by treatment with DNAse I (Fermentas). cDNA was generated with the FairPlay III Microarray Labeling Kit (Agilent Technologies), and labeled with Alexa 555 (Cy3) or Alexa Fluor 647 (Cy5) mono-reactive fluorescent dyes. Hybridization was carried out for 24 h at 65 °C and 10 rpm and arrays were scanned for the Cy3 and Cy5 fluorescent signals using the SureScan Microarray Scanner (Agilent Technologies). Data extraction and normalization was performed with the Feature Extraction Software 9.0 (Agilent Technologies). A gene was considered as upregulated or downregulated if it showed a minimum of 2.5 fold change relative to the control in at least three out of the four last oligonucleotides in all biological replicates. The DNA microarray experiments were carried out from three biological replicates for the *cspC* x NA1000 analysis, and two biological replicates for the NA1000 exponential phase x stationary phase analysis.

### RNA isolation and quantitative real-time RT-PCR

RNA was isolated with TRIzol reagent (Invitrogen) according to the manufacturer’s instructions. The synthesis of cDNA was carried out from 3 μg RNA, which was previously treated with RNase-free DNase I (Fermentas). Reverse transcription was performed using Super Script II (Invitrogen) and random hexamers according to the manufacturer’s instructions of “SuperScript III First Strand Synthesis for RT-PCR Kit” (Invitrogen). Specific primers for each gene were used [see Additional file 1: Table S1] for the amplification with Maxima SYBR Green/ROX qPCR Master Mix (Fermentas), and the reactions were carried out in the ABI 7500 real-time PCR system (Life Technologies). The gene chosen as endogenous control for normalizing the results was CC0088, which showed no variation in expression in the DNA microarray experiments. 

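In the deposited array data, the value of an ORF is the mean log2 ratio of its last 4 oligonucleotides on each array. Between the *cspC* mutant and the wild type at stationary phase, the phase of the RT-PCR experiments of Fig. 3, CC0088 had a log2 ratio of 0.08 ± 0.28 (SD, n = 3 arrays). At exponential phase it was -0.68 ± 0.11 (SD, n = 3 arrays, adjusted p = 0.0294) between the strains, lower in the mutant on all 3 arrays. Between stationary and exponential phase of the wild type it was -1.05 ± 0.08 (SD, n = 2 arrays, adjusted p = 0.000837), with a fold change of 0.483. The Cy3 channel of the 6 mutant arrays holds wild type RNA of both phases in the same dye, and there the change of CC0088 was -1.22 (SE 0.39, adjusted p = 0.0298 from limma). With all oligonucleotides of CC0088 in place of the last 4, upstream ones included, the wild type arrays gave 0.47 (adjusted p = 0.0295 from limma), in the other direction. By the 2.5-fold criterion of the methods, CC0088 was not called as changed on the mutant arrays of either phase or on the wild type arrays.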

The primers were confirmed to be equally efficient for amplification in the conditions tested, so the method of 2^-∆∆CT^ [25] was used for calculating the relative gene expression.

### mRNA decay assays

In order to determine the decay rate of *aceA* and *aceB* mRNAs, overnight cultures of NA1000 (pMR20), *cspC* (pMR20) and complemented strain *cspC* (pMR20-*cspC*) [11] were diluted to an OD_600_ = 0.1 in 50 ml PYE medium. Cells were grown up to stationary phase (24 h), and transcription was interrupted by rifampin (20 μg/ml) addition. Five aliquots were taken from each culture at the indicated time points. Total RNA was extracted and treated as described above, and used in real time quantitative RT-PCR reactions with the appropriate primers [see Additional file 1: Figure S1]. The *C*_*T*_ obtained for 0 h-time point was used as a reference to calculate the relative mRNA levels in samples removed at time points after rifampin addition.

## Results

### *cspC* is induced in medium-dependent conditions

The *cspC* gene was described as essential for *C. crescentus* growth [15], and the *cspC* mutant shows a severe decrease in viability at stationary phase [11]. The CspC protein accumulates during early stationary phase, indicating that the nutritional condition of the medium could affect its expression [11]. To investigate this matter, the expression driven from the *cspC* promoter in a *cspC-lacZ* fusion was measured by β-galactosidase activity assays. NA1000 cells carrying *cspC-lacZ* construct were grown in complete M2 medium (M2G), washed and resuspended in M2G or M2 lacking either glucose or ammonium acetate (Fig. 1a). The results showed that the expression of *cspC* increased significantly in the absence of glucose, but not ammonium, indicating that carbon starvation might be a signal for the expression of this gene. Therefore, we speculated whether its essentiality for stationary phase survival might be related to adaptation to a condition where there is a shortage of available carbon sources. The same assay was carried out in different nutrient media, in order to determine if the type of carbon source present would interfere with *cspC* expression. As observed previously for the CspC protein [11], *cspC* gene expression in rich PYE medium increased at least two fold after 48 h incubation (Fig. 1b). However, the same was not true when cells were grown in defined M2G medium, indicating that some medium components were affecting its expression. The first obvious difference is that in PYE the carbon and nitrogen sources are provided by amino acids, whereas in M2G carbon source is glucose and nitrogen source is ammonium chloride. Cells were then grown in M2 medium lacking glucose and supplied with peptone, and *cspC* was highly induced after 18 h of growth (M2P in Fig. 1b). The results indicate that *cspC* is induced when the cells enter stationary phase maybe as a result of the available amino acids becoming in short supply. The differences observed in *cspC* expression were probably not due to distinct growth rates, since the addition of glucose to PYE, which increases growth, did not have an effect in expression (PYEG in Fig. 1b).

**Fig. 1:**
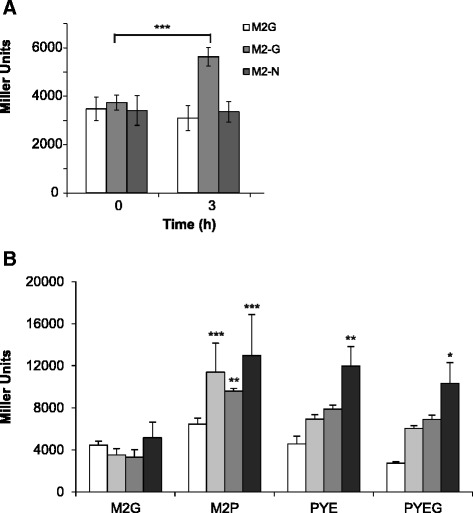
*cspC* expression under different media conditions. Cultures of NA1000 harboring the *cspC-lacZ* transcriptional fusion were grown in the indicated media, and *cspC* expression was assessed by β-galactosidase activity assays. **a** *cspC* expression under nutrient starvation. Cultures grown in M2G to an OD_600_ = 0.3 were washed and ressuspended in M2G (control), M2-G (without glucose) or M2–N (without ammonium chloride). **b** *cspC* expression in different types of media. Cultures were grown in the following media: M2 with 0.2 % glucose (M2G); M2 in which glucose was replaced by 0.2 % peptone (M2P); PYE and PYE containing 0.2 % glucose (PYEG). Beta-galactosidase activity assays were performed at time points: 0 h, 18 h, 24 h, and 48 h. Asterisks indicate a statistically significant difference in a two-way ANOVA test, with *p* < 0.05 (*), *p* < 0.01 (**) or *p* < 0.001 (***). Statistical analysis of data indicated in (B) is relative to the same time point in M2G. Data are mean values of at least two independent experiments. Vertical black bars indicate the standard deviation

### Global transcriptomic analyses of the *cspC* mutant

Our hypothesis was that as a nucleic acid binding protein, CspC could modulate gene expression to help adapting cells in response to carbon starvation. In order to address this question, the approach was to establish whether the lack of *cspC* causes a change in global gene expression. 

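RNA from the *cspC* mutant and from NA1000 was compared on 6 Agilent 2-colour arrays, 3 with RNA from exponential phase cultures (OD600 0.4 to 0.5) and 3 with RNA from cultures grown for 24 h (OD600 1.2 to 1.3). On each of the 6 arrays the mutant's cDNA carried Cy5 and the wild type's Cy3, and no dye swap was made, so a dye effect of an oligonucleotide stays in its ratio. Each array has 43979 non-control oligonucleotides of 60 bases, 8 to 11 for each of 3755 ORFs apart from those of the opposite strand, tiled from 399 bases upstream of the start codon into the coding region. The authors deposited the spot tables of Feature Extraction, where each spot has a log10 ratio of Cy5 over Cy3 made from background-corrected and dye-normalized intensities. These ratios were turned to log2 with no further normalization. Spots flagged as outliers in either channel, between 2.77% and 6.05% of the spots of an array, were left out, and dim spots were kept, with a deposited ratio of 0 where neither channel could be told from background. The value of an ORF on an array is the mean log2 ratio of its last 4 oligonucleotides in the direction of transcription, whose median starts lie between -42 and 116 relative to the start codon. Differences between the strains were tested with limma, all 8 arrays of the study in 1 fit, with Benjamini-Hochberg adjustment over the 3755 ORFs. The criterion of the methods, at least 2.5-fold in at least 3 of the last 4 oligonucleotides on every array, was applied to the same values. In data simulated with 200 changed ORFs, limma recovered 184 of them at exponential and 192 at stationary phase, and the criterion of the methods 104 and 114. Some of the simulated changes were under 2.5-fold, which that criterion leaves out by construction. Of those of at least 4-fold, it recovered 87.23% and 90.2%, and limma 98.94% and 100%.
At exponential phase, between 82.4% and 87.5% of the oligonucleotides were well above background in Cy3, and between 74.98% and 85.5% in Cy5. At stationary phase these shares ran from 55.9% to 84.3% in Cy3 and from 56.6% to 75.6% in Cy5, lowest on replicate 3. The ratios of 2 arrays of the same phase correlated across 3752 genes, which are not independent replicates, with r between 0.49 and 0.62 at exponential phase. At stationary phase r was 0.84 between replicates 2 and 3, and 0.54 and 0.39 between these and replicate 1. The number of arrays, 3 per phase, limits the precision of each value.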

DNA microarray transcriptional profiling experiments were carried out comparing *cspC* and the parental NA1000 strain at mid-exponential phase (Tables 1 and 2) and after cells entered stationary phase in PYE medium (Tables 3 and 4). In order to identify those genes that had expression affected in the *cspC* mutant and were also induced at stationary phase, a third DNA microarray analysis was performed comparing gene expression between exponential and stationary phases (Tables 3 and 4, fifth columns).

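The third comparison has 2 Agilent arrays of the same design, with wild type RNA of exponential phase in Cy3 and of stationary phase in Cy5 on both. Their deposited Feature Extraction log ratios were processed in the same way as those of the mutant arrays. On replicates 1 and 2, 93.4% and 90.5% of the oligonucleotides were well above background in Cy3, and 87.4% and 87.5% in Cy5. Outlier flags left out 3.53% of the spots of replicate 1 and 19.1% of those of replicate 2, where 47.6% of the spots in the last 25% of the grid rows were flagged and 9.76% elsewhere. By the criterion of the methods, applied to both arrays, 154 ORFs were higher and 261 lower at stationary phase. With the normexp background correction and loess normalization in place of Feature Extraction's values, the higher ORFs fell to 74 and the lower ones to 220. By limma, 1076 ORFs were higher and 1118 lower at an adjusted p under 0.05. With the flagged spots kept, 1352 were higher and 962 lower, so which side was larger depends on those spots. The Cy3 channel of the mutant arrays gives the same contrast from 3 and 3 cultures in 1 dye. There, 471 ORFs were higher and 767 lower, and 420 and 718 of these were also called in that direction on the wild type arrays. Across 3752 genes the log2 changes of both contrasts correlated with r = 0.91, although genes are not independent replicates. Among ORFs outside Tables 1 to 4 changed the same way on both arrays, the largest rises by log2 ratio were those of CC0262, 5.28 ± 0.31 (SD, n = 2 arrays), and CC1344, 5.21 ± 0.80 (SD, n = 2 arrays). The largest falls were those of CC1257, -4.47 ± 0.31 (SD, n = 2 arrays), and CC1255, -4.47 ± 0.11 (SD, n = 2 arrays). The files do not pair these IDs with gene names. The 2 arrays limit the precision of each value.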

**Table 1:** Genes downregulated in the *cspC* mutant at exponential phase

Gene CB15	Gene NA1000	Predicted function	Fold change
			(∆*cspC*/WT)^a^
Respiratory Chain			
CC_0763	CCNA_00801	cytochrome bd-type quinol oxidase, subunit II	0.38
Toxin-antitoxin system			
CC_0873	CCNA_00916	toxin protein parE-1	0.25
Carbohydrate Metabolism			
CC_3655	CCNA_03770	malate dehydrogenase	0.22
Hypothetical			
CC_2280	CCNA_02363	Hypothetical protein	0.33
CC_2645	CCNA_02728	Hypothetical protein	0.32
CC_3115	CCNA_03214	Hypothetical protein	0.26

^a^Values are fold changes in the expression levels comparing the null *cspC* mutant (∆*cspC*) with wild type cells (WT). The values are the means of three biological replicates

**Table 2:** Genes upregulated in the *cspC* mutant at exponential phase

Gene CB15	Gene NA1000	Predicted function	Fold change
			(∆*cspC*/WT)^a^
Amino acid metabolism			
CC_1382	CCNA_01446	LL-diaminopimelate aminotransferase	4.37
CC_1397	CCNA_01463	3-deoxy-7-phosphoheptulonate synthase	10.70
Carbohydrate metabolism			
CC_1396	CCNA_01462	lactate 2-monooxygenase	7.80
Protein synthesis			
CC_1870	CCNA_01946	tyrosyl-tRNA synthetase	9.85
Oxydative stress response			
CC_1871	CCNA_01947	thioredoxin peroxidase	3.99

^a^Values are fold changes in the expression levels comparing the null *cspC* mutant (∆*cspC*) with wild type cells (WT). The values are the means of three biological replicates

**Table 3:** Genes downregulated in the *cspC* mutant at stationary phase

Gene CB15	Gene NA1000	Predicted function	Fold change (∆*cspC/*WT)^a^	Fold change (WTstat/WTexp)^b^	Upregulated in carbon limitation^c^
Carbohydrate Metabolism					
CC_1764	CCNA_01841	isocitrate lyase	0.11	71.6^d^	Yes
CC_1765	CCNA_01843	malate synthase	0.10	88.7^d^	Yes
CC_3655	CCNA_03770	malate dehydrogenase	0.06	2.1	No
CC_3580	CCNA_03695	aldehyde dehydrogenase	0.25	82.4^d^	Yes
CC_3581	CCNA_03696	acetyl-CoA synthetase	0.25	20.0^d^	No
Amino acid Metabolism					
CC_0167	CCNA_00166	putative transglutaminase-like cysteine proteinase	0.20	2.2	Yes
CC_2533	CCNA_02616	4-hydroxyphenylpyruvate dioxygenase	0.36	1.2	No
Transport					
CC_0579	CCNA_00615	TonB-dependent receptor	0.22	8.1^d^	No
Motility					
CC_0793	CCNA_00835	flagellin FljN	0.17	0.7	No
CC_1460	CCNA_01527	flagellin FljL	0.33	0.2^d^	No
CC_1461	CCNA_01528	flagellin FljK	0.28	0.9	Yes
CC_2948	CCNA_03043	type IV pilin protein PilA	0.25	0.8	No
CC_3025	CCNA_03120	chemotaxis protein CheW	0.14	1.4	Yes
Oxidative stress response					
CC_1777	CCNA_01855	iron/manganese superoxide dismutase	0.35	1.3	No
Toxin-antitoxin systems					
CC_2513	CCNA_02598	toxin protein relE_2_	0.39	10.1^d^	Yes
CC_2880	CCNA_02974	toxin protein relE_3_	0.39	14.1^d^	No
Signal Transduction and Transcription					
CC_0903	CCNA_00948	CtrA inhibitory protein SciP	0.31	1.0	Yes
Proteins with no assigned category					
CC_0451	CCNA_00483	Zn-dependent hydrolase, glyoxalase II family	0.33	0.5	No
CC_0557	CCNA_00592	ferritin superfamily protein	0.34	2.7	Yes
CC_0679	CCNA_00718	abortive infection protein	0.30	2.1	Yes
CC_0707	CCNA_00744	GIY-YIG endonuclease domain protein	0.28	4.5^d^	Yes
CC_1343	CCNA_01405	GIY-YIG domain protein	0.32	16.9^d^	Yes
CC_2696	CCNA_02779	LysM family peptidoglycan binding protein	0.35	6.6^d^	No
CC_2869	CCNA_02962	HicB-family RNase H fold protein	0.30	11.9^d^	Yes
CC_3153	CCNA_03255	PemK-family protein	0.34	4.5^d^	Yes
CC_3582	CCNA_03697	ligand-binding SRPBCC domain protein	0.25	14.5^d^	No
Hypothetical					
CC_0559	CCNA_00594	Hypothetical protein	0.14	10.6^d^	Yes
CC_0681	Unannotated		0.05	4.4^d^	No
CC_0682	Unannotated		0.19	6.4^d^	No
CC_0781	CCNA_00822	Hypothetical protein	0.10	13.2^d^	Yes
CC_0997	Unannotated		0.31	22.5^d^	No
CC_1392	CCNA_01458	Hypothetical protein	0.34	9.3^d^	No
CC_2184	Unannotated		0.18	12.4^d^	Yes
CC_2348	CCNA_02433	Hypothetical protein	0.26	6.6^d^	Yes
CC_2645	CCNA_02728	Hypothetical protein	0.26	38.1^d^	Yes
CC_3207	CCNA_03313	Hypothetical protein	0.33	38.7^d^	Yes
CC_3654	CCNA_03769	Hypothetical protein	0.23	5.8^d^	No

^a^Values are fold changes in the expression levels comparing the null *cspC* mutant (∆*cspC*) with wild type cells (WT). The values are the means of three biological replicates

^b^Values are fold changes in the expression levels comparing wild type cells at stationary phase (WT stat) versus exponential phase (WT exp). The values are the means of two biological replicates

^c^Genes upregulated in carbon limitation in previous work [26]

^d^Genes significantly up- or downregulated at stationary phase with respect to exponential phase

**Table 4:** Genes upregulated in the *cspC* mutant at stationary phase

Gene CB15	Gene NA1000	Predicted function	Fold change (∆*cspC*/WT)^a^	Fold change (WTstat/WTexp)^b^	Downregulated in carbon limitation^c^
Sulfur Metabolism					
CC_0286	CCNA_00288	ABC-type sulfate transport system, periplasmic component	4.43	2.7^d^	Yes
CC_1119	CCNA_01177	sulfite reductase, beta subunit	5.22	2.0	Yes
CC_1482	CCNA_01549	sulfate adenylyltransferase subunit 1/ /adenylylsulfate kinase	8.94	0.9	Yes
CC_1483	CCNA_01550	sulfate adenylyltransferase, subunit 2	5.36	2.1	Yes
Transport					
CC_1666	CCNA_01738	TonB-dependent receptor	5.41	3.2^d^	No
CC_1991	CCNA_02070	protein translocase subnit SecD	2.62	0.2^d^	Yes
CC_2664	CCNA_02747	ABC transporter substrate-binding protein	6.75	1.1	Yes
Respiratory Chain					
CC_1401	CCNA_01467	cytochrome cbb_3_ oxidase subunit I CcoN	3.25	1.8	No
CC_1402	CCNA_01468	cytochrome cbb_3_ oxidase, cytochrome c subunit CcoO	3.91	2.2	No
CC_1403	CCNA_01469	cytochrome cbb_3_ oxidase, subunit CcoQ	3.00	2.2	No
Amino Acid Metabolism					
CC_0050	CCNA_00048	S-adenosylmethionine synthetase	3.57	0.5	No
CC_0482	CCNA_00515	5-methyltetrahydropteroyltriglutamate--homocysteine methyltransferase	5.57	0.7	Yes
CC_0581	CCNA_00617	arginine N-succinyltransferase beta chain	4.63	4.8^d^	No
CC_1397	CCNA_01463	3-deoxy-7-phosphoheptulonate synthase	3.65	3.2^d^	No
Signal Transduction					
CC_0285	CCNA_00287	photosensory histidine protein kinase LovK	4.44	1.7	No
Protein Synthesis					
CC_0464	CCNA_00496	threonyl -tRNA synthetase	4.91	0.5	Yes
CC_1870	CCNA_01946	tyrosyl-tRNA synthetase	3.09	1.1	No
Proteases					
CC_0878	CCNA_00922	ATP-dependent Clp protease. ATP-binding subunit ClpB	3.14	1.5	No
CC_1960	CCNA_02037	ATP-dependent endopeptidase Lon	2.93	1.8	No
Cofactors metabolism					
CC_2912	CCNA_03006	quinolinate synthetase A	4.75	0.9	No
Hypothetical					
CC_0287	CCNA_00289	hypothetical protein	5.62	1.7	Yes
CC_2624	Unannotated	hypothetical protein	2.94	2.8	No
CC_2699	CCNA_02782	hypothetical protein	4.41	2.0	No

^a^Values are fold changes in the expression levels comparing the null *cspC* mutant (∆*cspC*) with wild type cells (WT). The values are the means of three biological replicates

^b^Values are fold changes in the expression levels comparing wild type cells at stationary phase (WT stat) versus exponential phase (WT exp). The values are the means of two biological replicates

^c^Genes downregulated in carbon limitation in previous work [26]

^d^Genes significantly up- or downregulated at stationary phase with respect to exponential phase

Table 1 shows genes downregulated in the mutant at exponential phase compared to the wild type, grouped by functional categories. Very few genes showed differential expression at this growth phase, being 6 genes downregulated (Table 1) and five genes upregulated (Table 2). 

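By the criterion of the methods, 4 ORFs were lower and 5 higher in the *cspC* mutant at exponential phase, each of them listed in Table 1 or Table 2. Of the other ORFs of Table 1, CC0763 passed 2.5-fold in 2 of its last 4 oligonucleotides on replicate 2, and CC3655 (*mdh*) in 2 on replicate 1, where spots flagged as outliers were not counted. Taking the mean over the arrays in place of every array moved the number of lower ORFs most, to 33, with 6 higher. By limma, 178 ORFs were lower and 52 higher at an adjusted p under 0.05, and 24 and 6 of these changed by at least 2.5-fold. The 6 ORFs of Table 1 and the 5 of Table 2 were all called in the direction of their table, over all 3755 ORFs and adjusted over the list alone. The study chose both lists on these arrays, so the count over the list alone is not independent evidence. Without replicate 2, limma called 25 lower and 6 higher ORFs. Outside the Tables, the largest falls with the same direction on all 3 arrays were those of CC1409, with a log2 ratio of -2.26 ± 1.36 (SD, n = 3 arrays, adjusted p = 0.0485), and CC2623, with -1.78 ± 0.56 (SD, n = 3 arrays, adjusted p = 0.0140). The largest rises were those of CC0583, 1.39 ± 0.46 (SD, n = 3 arrays, adjusted p = 0.0221), and CC1378, 1.19 ± 0.15 (SD, n = 3 arrays, adjusted p = 0.00329).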

Among the downregulated genes are those encoding subunit II of cytochrome bd-type quinol oxidase, malate dehydrogenase *(mdh*), and a gene encoding the toxin parE-1, besides three hypothetical proteins. 

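The subunit II gene of the cytochrome bd-type oxidase (CC0763) had a log2 ratio of -1.75 ± 0.75 (SD, n = 3 arrays, adjusted p = 0.0358) between the *cspC* mutant and the wild type at exponential phase, and its value without replicate 3 was -1.34. For *mdh* (CC3655) the log2 ratio was -2.20 ± 0.28 (SD, n = 3 arrays, adjusted p = 0.000118), and for the toxin gene parE-1 (CC0873) it was -2.18 ± 0.82 (SD, n = 3 arrays, adjusted p = 0.00728). The hypothetical protein genes CC2280, CC2645 and CC3115 had fold changes of 0.305, 0.316 and 0.235. Each of the 6 ORFs was lower in the mutant on all 3 arrays.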

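At exponential phase, the gene for LL-diaminopimelate aminotransferase (CC1382) had a log2 ratio of 2.07 ± 0.48 (SD, n = 3 arrays, adjusted p = 0.00498) between the *cspC* mutant and the wild type. The gene for 3-deoxy-7-phosphoheptulonate synthase (CC1397) had a log2 ratio of 3.36 ± 0.30 (SD, n = 3 arrays, adjusted p = 3.1e-05), with a fold change of 10.3. All of the last 4 oligonucleotides of CC1397 passed 2.5-fold on each of the 3 arrays. Of the other upregulated genes of Table 2, CC1396 (lactate 2-monooxygenase) had a fold change of 7.07, CC1870 (tyrosyl-tRNA synthetase) of 9.14 and CC1871 (thioredoxin peroxidase) of 3.85.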

The genes upregulated in the *cspC* mutant in exponential phase are functionally involved in amino acid synthesis, specifically, lysine, phenylalanine, tyrosine, and tryptophan, as reflected by LL-diaminopimelate aminotransferase (CC_1382) and 3-deoxy-7-phosphoheptulonate synthase (CC_1397). 

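At stationary phase, *mdh* (CC3655) had a log2 ratio of -4.12 ± 0.26 (SD, n = 3 arrays, adjusted p = 7.7e-07) between the *cspC* mutant and the wild type, a fold change of 0.0576. The log2 ratio of CC2645 was -2.06 ± 0.51 (SD, n = 3 arrays, adjusted p = 0.000506). CC1871 had a log2 ratio of 0.29 ± 0.30 (SD, n = 3 arrays, adjusted p = 0.628), and none of its last 4 oligonucleotides passed 2.5-fold on any of the 3 arrays. The neighbouring number in Table 4, CC1870, had 1.50 ± 0.44 (SD, n = 3 arrays, adjusted p = 0.00336).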

The *mdh* and CC2645 genes were also downregulated in stationary phase and CC1871 was also upregulated in stationary phase (Tables 3 and 4).

Since *cspC* is induced at stationary phase, we expected a higher impact of the lack of this gene at this growth phase. The results showed that the absence of *cspC* affected the transcription of 60 genes at stationary phase, fifteen of which were substantially affected (>5 fold) compared to the wild type strain (Table 3 and 4). 

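By the criterion of the methods, 21 ORFs were lower and 11 higher in the *cspC* mutant at stationary phase, 20 of the lower ones in Table 3 and 10 of the higher ones in Table 4. The other 2 were CC2623 and CC1507, the latter named after its values were seen. With a fold minimum of 2 the same criterion gave 38 lower and 19 higher ORFs, and with the mean over the arrays in place of every array 49 and 29. By limma, 202 ORFs were lower and 144 higher at an adjusted p under 0.05, of which 61 and 33 changed by at least 2.5-fold. All 37 ORFs of Table 3 and 20 of the 23 of Table 4 were among them. Adjusted over the list alone, 37 and 23 were called, but the study chose both lists on these arrays, so this is not independent evidence. Each of the 60 ORFs changed in the direction of its table on all 3 arrays, and the mean passed 2.5-fold for each. For CC0557 this rests on 2 of its last 4 oligonucleotides, not well above background in the mutant's channel. Without them, a choice made after the background flags were seen, its log2 ratio was -0.92, short of 2.5-fold. The mean log2 ratio passed 5-fold for 16 ORFs of Table 3 and for 1 of Table 4, and the arithmetic mean of the linear ratios, chosen after the values were seen, for 11 and 7. Log2 ratios in Table 3 ran from -4.24 to -1.44, with a median of -2.16, and in Table 4 from 1.35 to 2.88, with a median of 1.87. Without replicate 2, which lay close to replicate 3, limma called 76 lower and 43 higher ORFs. Outside the Tables, the largest falls with the same direction on all 3 arrays were those of CC2623, -2.40 ± 0.76 (SD, n = 3 arrays, adjusted p = 0.00128), and CC3574, -1.84 ± 0.55 (SD, n = 3 arrays, adjusted p = 0.000534). The largest rises were those of CC0463, 1.92 ± 0.62 (SD, n = 3 arrays, adjusted p = 0.00128), and CC0321, 1.82 ± 1.01 (SD, n = 3 arrays, adjusted p = 0.00395).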

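In the wild type comparison of stationary with exponential phase, 19 of the 37 ORFs of Table 3 were higher and 1 was lower at stationary phase by the criterion of the methods. With flagged spots kept, 21 were higher. By limma, 26 of them were higher and 3 lower at an adjusted p under 0.05 over all ORFs, and 27 and 4 adjusted over the list alone. The study chose this list on the mutant arrays, so the second pair is not independent evidence. The median log2 ratio of the 37 ORFs between stationary and exponential phase of the wild type was 2.69. The carbon starvation arrays are those of another study and were not used here.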

Of the 37 genes downregulated in the *cspC* mutant, 24 were more expressed at stationary phase (as determined in the exponential x stationary phase microarray experiments), 20 were more expressed in carbon starvation [26] and 14 were differentially expressed in all three conditions (Fig. 2). 

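Of the 23 ORFs of Table 4, 3 were higher and 1 was lower in the wild type at stationary phase by the criterion of the methods. By limma, 6 were higher and 4 lower at an adjusted p under 0.05, with the same counts adjusted over the list alone, a list that the study chose on the mutant arrays. Their median log2 ratio in the wild type comparison was 0.42.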

Of the 23 genes upregulated in the *cspC* mutant, 8 were more expressed in carbon starvation [26] and only one was differentially expressed in all three conditions (Fig. 2). 

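The overlap was tested with calls made by the criterion of the methods on both sets of arrays. Over the 1161 ORFs with an unflagged value for all of the last 4 oligonucleotides on the 5 arrays, 9 were lower in the *cspC* mutant at stationary phase and 73 higher in the wild type at stationary phase. The number in both sets was 3, against 0.566 by chance (odds ratio 7.73, two-sided Fisher's exact test, p = 0.0152). The same exact test gave p = 0.0702 with dim spots left out, for 3 ORFs against 1.04 by chance, and p = 0.0731 with all of the last 4 oligonucleotides required, for 1 against 0.0749. Over all 3755 ORFs, a background chosen after the number of ORFs lost to outlier flags was seen, the sets had 21 and 154 ORFs and shared 8, against 0.861 by chance (odds ratio 15.1). By limma calls, 202 and 1076 ORFs shared 124, against 57.9 by chance (odds ratio 4.34). Both comparisons use wild type RNA of stationary phase, and the paper's text does not say whether it came from the same cultures. In 100 simulations of an unchanged mutant whose wild type RNA was shared between the comparisons, the overlap was at most 1 over either background, but at most 2 ORFs were lower in the simulated mutant, so the overlap could not be larger than that. Of the 144 ORFs higher in the mutant by limma, 44 were lower in the wild type at stationary phase, against 42.9 by chance (odds ratio 1.04, two-sided Fisher's exact test, p = 0.853). Genes are not independent replicates, so these p-values describe the lists only.

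**Figure D1:**
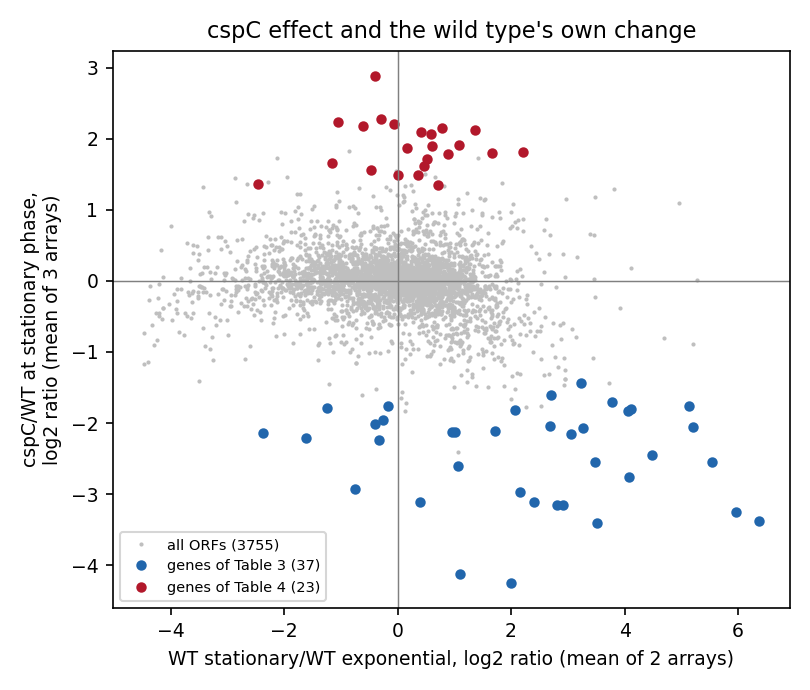
Log2 ratio of the *cspC* mutant over the wild type at stationary phase (mean of 3 arrays) against the log2 ratio of stationary over exponential phase in the wild type (mean of 2 arrays). Each point is 1 of 3755 ORFs, with the 37 ORFs of Table 3 in blue and the 23 of Table 4 in red. By limma, 124 ORFs were lower in the mutant and higher in the wild type at stationary phase.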

The results show a good correlation between genes downregulated in the *cspC* mutant with induction at stationary phase and by carbon starvation, but the upregulated genes do not show this profile. To validate the microarray analyses, we performed quantitative real time RT-PCR of eight selected genes whose expression levels were significantly altered in the microarray experiments at stationary phase (Fig. 3). Gene expression was determined both in the *cspC* mutant and in the complemented strain, and the results confirmed that CspC is necessary for the normal level of expression of these genes at this phase.

**Fig. 2:**
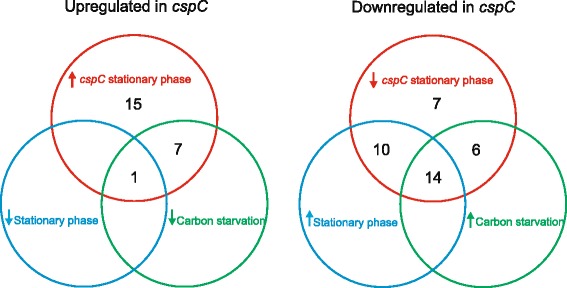
Genes differentially expressed in the *cspC* mutant identified by microarray experiments. The Venn diagrams highlight the genes differentially expressed in three microarray experiments: *cspC* mutant x wild type at stationary phase exponential x stationary phase, and carbon starvation [26]. The diagrams show the number of genes upregulated in the *cspC* mutant and downregulated in the other two conditions, and the genes downregulated in the *cspC* mutant and upregulated in the other conditions

**Fig. 3:**
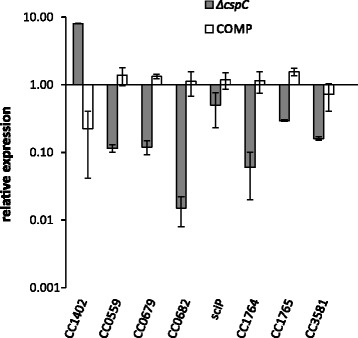
Expression analyses of selected genes in *C. crescentus cspC* or complemented strains. qRT-PCR experiments were performed with total RNA extracted from stationary phase cultures. Results were normalized using gene CC0088 as the endogenous control, which was constitutively expressed in the samples analyzed. The expression values for NA1000 were used as reference for each gene. Data are mean values of two independent experiments; bars represent the standard error. Strains are noted as follows: Comp, complemented strain (*cspC* (pMR20-*cspC))* and ∆*cspC,* ∆*cspC::*ΩSpec^R^ mutant strain

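By the headings of Table 3, the 5 ORFs of carbohydrate metabolism had a median log2 ratio of -3.25 between the *cspC* mutant and the wild type at stationary phase. The median was -2.23 for the 5 motility ORFs, -2.28 for the 2 of amino acid metabolism and -2.55 for the 11 hypothetical ones. By the criterion of the methods, 4 of the 5 ORFs of carbohydrate metabolism, 3 of the 5 of motility and 7 of the 11 hypothetical ones passed on all 3 arrays. In the wild type comparison of stationary with exponential phase, the median log2 ratio was 5.54 for the ORFs of carbohydrate metabolism and -0.76 for those of motility.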

The most prominent groups of downregulated genes in the *cspC* mutant at stationary phase are involved in amino acid and carbohydrate metabolism, chemotaxis and motility, signal transduction and transcription, and many genes encode hypothetical proteins (Table 3). Comparing our microarray data with the large-scale transcriptomic study performed on carbon starvation in *C. crescentus* [26], we observed that six out of the eleven genes encoding hypothetical proteins identified as downregulated in the *cspC* mutant are also induced by carbon limitation. Of these, two genes (CC3207 and CC2348) were induced more than twentyfold when the cells were under carbon starvation [26].

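The gene *aldB* (CC3580) had a log2 ratio of -2.54 ± 1.08 (SD, n = 3 arrays, adjusted p = 0.00142) between the *cspC* mutant and the wild type at stationary phase. Its values were -3.50, -2.76 and -1.37 on replicates 1, 2 and 3, and on replicate 3 only 1 of its last 4 oligonucleotides passed 2.5-fold. The acetyl-CoA synthetase gene *acs* (CC3581) had -2.46 ± 0.75 (SD, n = 3 arrays, adjusted p = 0.000276), with 3 of its last 4 oligonucleotides past 2.5-fold on each array. With 1 array left out at a time, its log2 ratio lay between -2.87 and -2.14.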

An operon comprising two downregulated genes in the *cspC* mutant at stationary phase encodes the enzymes aldehyde dehydrogenase (*aldB*) and acetyl-CoA synthetase, which convert the acetaldehyde generated by the metabolism of alternative carbon sources into acetyl-CoA. Three other genes important for acetyl-CoA metabolism, *aceA*, *aceB* and *mdh*, are also severely downregulated in the *cspC* mutant (Fig. 4a), and will be discussed in more detail below. 

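At stationary phase, *aceA* (CC1764) had a log2 ratio of -3.25 ± 0.48 (SD, n = 3 arrays, adjusted p = 3.7e-05) between the *cspC* mutant and the wild type, a fold change of 0.105. For *aceB* (CC1765) the log2 ratio was -3.37 ± 0.33 (SD, n = 3 arrays, adjusted p = 6.3e-06), a fold change of 0.0966. With 1 array left out at a time, *aceA* stayed between -3.52 and -3.09 and *aceB* between -3.50 and -3.19. For *mdh* (CC3655), the log2 ratio under the same test lay between -4.23 and -3.97, and 3 or more of its last 4 oligonucleotides passed 2.5-fold on each array.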

A gene related to oxidative stress, encoding an iron/manganese superoxide dismutase (CC1777) was downregulated in the *cspC* mutant. 

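CC1777 had a log2 ratio of -1.76 ± 0.55 (SD, n = 3 arrays, adjusted p = 0.0234) between the *cspC* mutant and the wild type at stationary phase, and it was lower in the mutant on all 3 arrays. Its last 4 oligonucleotides passed 2.5-fold in 2, 4 and 2 cases on replicates 1, 2 and 3. When each array was left out in turn, the adjusted p rose to at most 0.179.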

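The toxin gene relE2 (CC2513) had a log2 ratio of -1.44 ± 0.16 (SD, n = 3 arrays, adjusted p = 0.00334) between the *cspC* mutant and the wild type at stationary phase, and relE3 (CC2880) had -1.70 ± 0.44 (SD, n = 3 arrays, adjusted p = 0.000604). Of the last 4 oligonucleotides of CC2880, 4, 1 and 1 passed 2.5-fold on replicates 1, 2 and 3. In the wild type comparison, the log2 ratio of stationary over exponential phase was 3.23 ± 0.51 (SD, n = 2 arrays) for CC2513 and 3.79 ± 0.01 (SD, n = 2 arrays) for CC2880.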

Two genes encoding toxins, RelE_2_ (CC2513) and RelE_3_ (CC2880) were also downregulated, and it has been reported [27] that the expression of the *relBE*_*3*_ operon increased in response to oxidative stress.

**Fig. 4:**
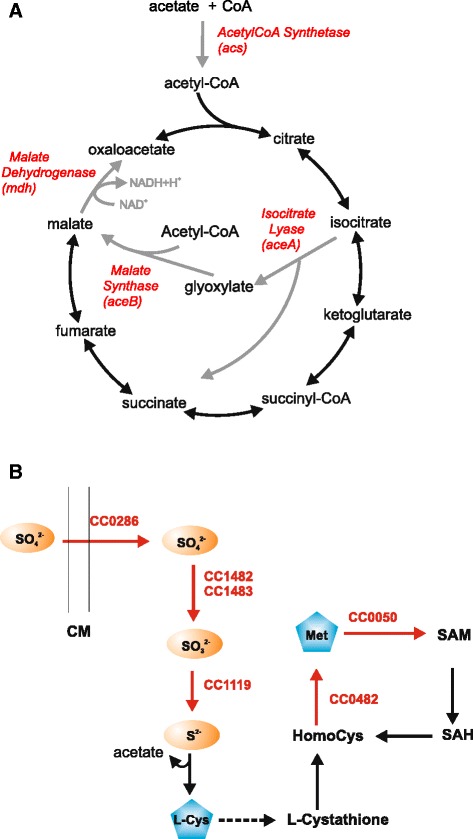
Metabolic pathways affected in the *cspC* mutant. **a** Schematic representation of the Glyoxylate Cycle, indicating genes that were downregulated in the *cspC* mutant and their respective products (in red). Metabolic conversions predicted to be diminished in the mutant are shown by gray arrows. **b** Schematic representation of the assimilatory sulfate reduction and methionine biosynthesis pathways. Enzymes whose coding genes were upregulated in the *cspC* mutant are indicated in red. CM, cytoplasmic membrane; SAM, S-adenosyl methionine; SAH, S-adenosyl homocysteine

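The log2 ratio of *sciP* (CC0903) between the *cspC* mutant and the wild type at stationary phase was -2.01 ± 0.42 (SD, n = 3 arrays, adjusted p = 0.00126), which is 4.04-fold lower in the mutant. Its last 4 oligonucleotides passed 2.5-fold in 1, 3 and 4 cases on replicates 1, 2 and 3. With 1 array left out at a time, the log2 ratio lay between -2.25 and -1.87. At exponential phase the log2 ratio was -1.02 ± 0.62 (SD, n = 3 arrays, adjusted p = 0.0498), with replicate 2 at -1.72. The difference between the phases was -0.99 (SE 0.37, adjusted p = 0.165).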

Importantly, the *sciP* gene, encoding an essential transcription factor involved in repressing *ctrA* and CtrA target genes [28] showed a 3.6-fold decrease in expression in the *cspC* mutant at stationary phase. CtrA is a global transcriptional regulator that control approximately 100 cell cycle-regulated genes, including many flagellar and chemotaxis genes [29]. However, only a few genes involved in flagellum assembly (CC0793, CC1460-01, CC2948) and chemotaxis (CC3025) were downregulated in the *cspC* mutant. Three of these genes (CC3025, CC146) were also induced by carbon limitation [26].

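Among the motility ORFs of Table 3, CC0793 (flagellin FljN) had a log2 ratio of -2.93 ± 0.83 (SD, n = 3 arrays, adjusted p = 0.000157) between the *cspC* mutant and the wild type at stationary phase. The flagellin genes CC1460 and CC1461 had -2.14 ± 0.94 (SD, n = 3 arrays, adjusted p = 0.00296) and -2.20 ± 0.85 (SD, n = 3 arrays, adjusted p = 0.00101), and the pilin gene CC2948 had -2.23 ± 0.47 (SD, n = 3 arrays, adjusted p = 0.000599). The chemotaxis gene CC3025 had -3.11 ± 0.21 (SD, n = 3 arrays, adjusted p = 6.3e-06). On replicate 3, the values of CC1460 and CC1461 were -1.19 and -1.22, nearer to 0 than on the other 2 arrays. For CC0793, CC1460, CC1461 and CC2948, 1 of the last 4 oligonucleotides was not well above background in the mutant's channel on any stationary phase array. Leaving that oligonucleotide out, a choice made after the background flags were seen, gave log2 ratios of -3.04, -2.06, -2.41 and -2.03.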

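By the headings of Table 4, the 4 ORFs of sulfur metabolism had a median log2 ratio of 2.11 between the *cspC* mutant and the wild type at stationary phase, and the 4 of amino acid metabolism 1.80. The median was 2.12 for the 3 transport ORFs, 1.86 for the 2 of protein synthesis and 1.56 for the 3 of the respiratory chain. By limma, all the ORFs under these headings had an adjusted p under 0.05 except the 3 of the respiratory chain. By the criterion of the methods, 2 of the 4 sulfur metabolism ORFs and 2 of the 4 of amino acid metabolism passed on all 3 arrays.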

The genes upregulated in *cspC* at stationary phase participate in different metabolic pathways, such as amino acid and sulfur metabolism, transport, protein synthesis and energy metabolism (Table 4). Three respiration-related genes encoding subunits of *cbb*_*3*_ oxidase of the electron transport chain (CC1401-03) showed significant increase in expression in the *cspC* mutant. 

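The log2 ratio between the *cspC* mutant and the wild type at stationary phase was 1.56 ± 0.25 (SD, n = 3 arrays, adjusted p = 0.231) for CC1401, 1.87 ± 0.38 (SD, n = 3 arrays, adjusted p = 0.0934) for CC1402 and 1.50 ± 0.39 (SD, n = 3 arrays, adjusted p = 0.114) for CC1403. Each was higher in the mutant on all 3 arrays, and CC1402 alone passed the criterion of the methods. At exponential phase the same genes were lower in the mutant on all 3 arrays, with log2 ratios of -2.06 ± 1.38 (SD, n = 3 arrays, adjusted p = 0.100), -1.98 ± 1.37 (SD, n = 3 arrays, adjusted p = 0.0798) and -1.97 ± 1.13 (SD, n = 3 arrays, adjusted p = 0.0524). There, 1 oligonucleotide of CC1402 and 1 of CC1403 was not well above background in the mutant's channel on any array, and leaving it out, a choice made after the background flags were seen, gave -1.91 and -1.85. The difference between the phases was 3.62 (SE 0.98, adjusted p = 0.0694) for CC1401, 3.85 (SE 0.86, adjusted p = 0.0381) for CC1402 and 3.47 (SE 0.73, adjusted p = 0.0306) for CC1403, and without that oligonucleotide in either phase 3.64 and 3.23 for the latter 2. limma pools the spread of all 8 arrays, and for these genes the exponential phase arrays and the wild type arrays differed among themselves.

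**Figure D2:**
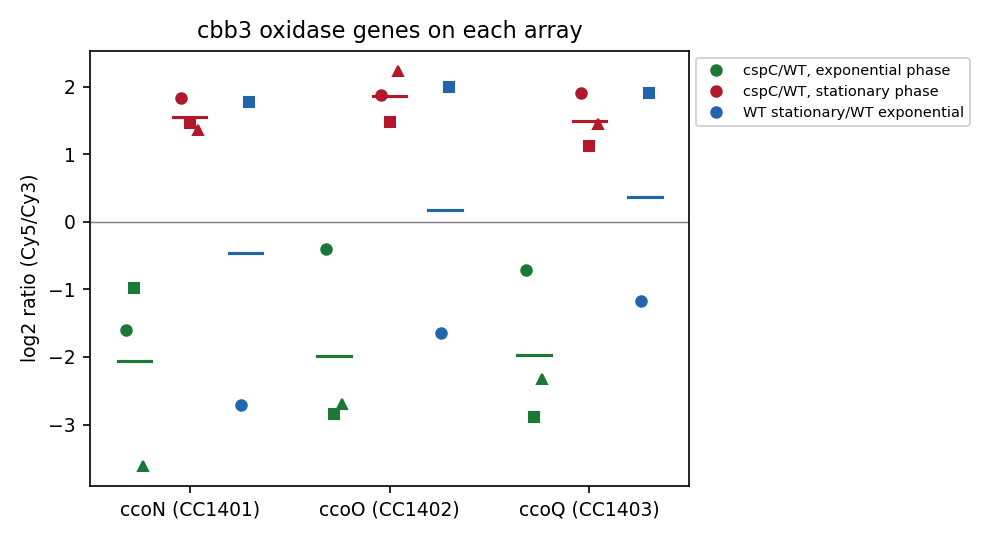
Log2 ratio of the 3 *cbb3* oxidase genes on each of the 8 arrays, with a bar at the mean of each comparison. Circles, squares and triangles are replicates 1, 2 and 3. For CC1402, the stationary phase arrays lie between 1.49 and 2.24 and the exponential phase arrays between -2.85 and -0.40.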

In *Rhodobacter sphaeroides*, the *cbb*_*3*_ terminal oxidase was associated with the redox-responsive control of PrrB activity [30].

Interestingly, genes encoding components of the sulfate assimilation pathway were more expressed in the *cspC* mutant (Fig. 4b). These include the enzymes that incorporate sulfate-derived sulfur into cysteine: sulfate adenylate transferase/adenylylsulfate kinase (CC1482-1483), a periplasmic sulfate-binding protein that possibly delivers sulfate to the ABC transport system (CC0286), and a sulfite reductase (CC1119). Two genes encoding enzymes of methionine biosynthesis pathways were also upregulated: adenosylmethionine synthetase (CC0050) and S-adenosyl-L-homocysteine hydrolase (CC0482). 

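The ORFs of sulfate assimilation had log2 ratios between the *cspC* mutant and the wild type at stationary phase of 2.88 ± 0.33 (SD, n = 3 arrays, adjusted p = 9.8e-06) for CC1482 and 2.16 ± 0.53 (SD, n = 3 arrays, adjusted p = 0.000157) for CC1483. For the periplasmic sulfate-binding protein gene CC0286 the log2 ratio was 1.91 ± 0.52 (SD, n = 3 arrays, adjusted p = 0.000276), and for the sulfite reductase gene CC1119 it was 2.07 ± 0.94 (SD, n = 3 arrays, adjusted p = 0.00627). On replicate 2, CC1119 was at 1.08 with 1 of its last 4 oligonucleotides past 2.5-fold. The methionine pathway genes CC0050 and CC0482 had 1.65 ± 0.81 (SD, n = 3 arrays, adjusted p = 0.00306) and 2.18 ± 0.22 (SD, n = 3 arrays, adjusted p = 0.000102). On the stationary phase arrays, 2 of the last 4 oligonucleotides of CC0482 and 1 each of CC1482 and CC0050 were not well above background in the wild type's channel on any array. Without the oligonucleotides with only a bound in either channel, an alternative chosen after the background flags were seen, the log2 ratio was 2.61 for CC0482, 2.56 for CC1482 and 1.67 for CC0050.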

All the genes above were downregulated in condition of carbon starvation [26].

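The log2 ratio of *lovK* (CC0285) between the *cspC* mutant and the wild type at stationary phase was 1.91 ± 0.65 (SD, n = 3 arrays, adjusted p = 0.000618). Its last 4 oligonucleotides passed 2.5-fold in 2, 3 and 4 cases on replicates 1, 2 and 3. Leaving out each array in turn gave log2 ratios between 1.54 and 2.17.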

The mRNA levels of the histidine kinase LovK increased in the *cspC* mutant. The histidine kinase LovK together with its cognate response regulator LovR, comprise a two-component system functioning as a negative regulator of the *C. crescentus* general stress pathway [31]. LovK-LovR regulates this pathway by controlling the phosphorylation state of PhyR, leading to activation of σ^T^, which in turn transcribes σ^U^ [31, 32]. Although *sigU* was shown to be less expressed in two out of three of the microarray experiments, it did not fit the cutoff criteria used to be considered as differentially expressed. In order to confirm this result β-galactosidase activity assays (Fig. 5) were carried out, and confirmed that *sigU* is less expressed in the *cspC* mutant. On the other hand, *sigT* did not show differential expression, both in the DNA microarrays and β-galactosidase activity assays (Fig. 5).

**Fig. 5:**
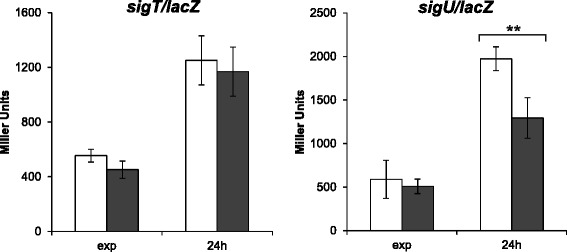
Expression of *sigU* and *sigT*. β-galactosidase activity assays of wild type and *cspC* strains carrying either a *sigU* (**a**) or *sigT* (**b**) transcriptional fusion to *lacZ* was measured at exponential-phase and 24 h growth. The results are the average of three independent assays; bars represent the standard error. Significance was assessed using 1-way ANOVA and Tukey post-test; *p* < 0.01 (**)

### *aceA* mRNA is less stable in the *cspC* strain

Interestingly, our array data showed that genes encoding two key enzymes of the glyoxylate cycle, isocitrate lyase (*aceA*) and malate synthase (*aceB*), and two other enzymes related to the same pathway, malate dehydrogenase (*mdh*) and acetyl-CoA synthetase (*acs*), were severely downregulated in the *cspC* mutant at stationary phase (Fig. 4a). Three of these *cspC*-dependent genes are highly induced upon entry into stationary phase, as determined by DNA microarray assays: *aceA,* 71.6-fold; *aceB,* 88.7-fold; and *acs*, 20-fold (Table 3), indicating that the glyoxylate cycle is important at this stage. 

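The arrays carry 11 oligonucleotides for *aceA* and 10 for *aceB* in the direction of transcription. At stationary phase, the last 4 oligonucleotides of *aceA* had log2 ratios between -4.19 and -2.23 on the 3 arrays. The other 7, further upstream, had a mean of -0.09 and ran from -4.19 to 1.99. Of these, the oligonucleotide starting at -93 was at -2.99, -4.19 and -2.96 on replicates 1, 2 and 3. Those starting at -195 and -144 had a ratio of 0 on all 3 arrays, with neither channel well above background, and count in that mean. For *aceB*, the last 4 oligonucleotides ran from -4.45 to -2.62, and the other 6, which reach 399 bases upstream of the start codon, from -4.42 to -2.09 with a mean of -3.49. The *cspC* effect differed between the phases by -2.88 (SE 0.33, adjusted p = 0.00251) for *aceA* (CC1764) and by -2.98 (SE 0.28, adjusted p = 0.000789) for *aceB* (CC1765). At exponential phase the log2 ratios of these genes were -0.37 ± 0.44 (SD, n = 3 arrays, adjusted p = 0.337) and -0.40 ± 0.34 (SD, n = 3 arrays, adjusted p = 0.225). For CC1764, 1 of the last 4 was not well above background there in the mutant's channel, and without it, a choice made after the background flags were seen, the log2 ratio was 0.14 and the difference between the phases -3.29. For *acs* (CC3581) the effect differed between the phases by -2.27 (SE 0.34, adjusted p = 0.00747), and for *mdh* (CC3655) by -1.92 (SE 0.23, adjusted p = 0.00307).

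**Figure D3:**
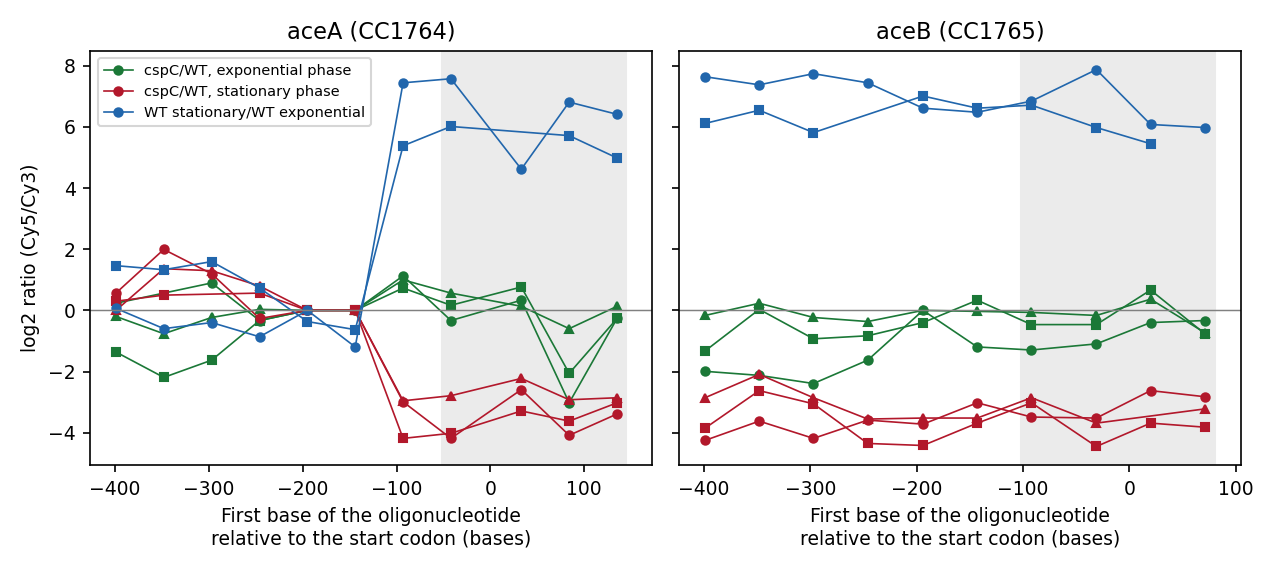
Log2 ratio of each oligonucleotide of *aceA* and *aceB* on each of the 8 arrays, against the position of its first base relative to the start codon. Circles, squares and triangles are replicates 1, 2 and 3, spots flagged as outliers are not drawn, and the shaded area holds the last 4 oligonucleotides. The *cspC* mutant's stationary phase ratios in the shaded area lie between -4.19 and -2.23 for *aceA* and between -4.45 and -2.62 for *aceB*.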

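In the wild type comparison of stationary with exponential phase, *aceA* (CC1764) had a log2 ratio of 5.96 ± 0.55 (SD, n = 2 arrays, adjusted p = 4.0e-07), a fold change of 62.3. For *aceB* (CC1765) the log2 ratio was 6.37 ± 0.46 (SD, n = 2 arrays, adjusted p = 3.7e-07), a fold change of 82.7, and for *acs* (CC3581) it was 4.48 ± 0.41 (SD, n = 2 arrays, adjusted p = 2.3e-06), a fold change of 22.3. In the Cy3 channel of the mutant arrays, the log2 change of the wild type between the phases was 6.17 (SE 0.47) for CC1764, 6.70 (SE 0.42) for CC1765 and 4.28 (SE 0.41) for CC3581. *mdh* (CC3655) had a log2 ratio of 1.11 ± 0.14 (SD, n = 2 arrays, adjusted p = 0.00103) on the wild type arrays, and none of its last 4 oligonucleotides passed 2.5-fold on either array. The paper reads the induction of *aceA*, *aceB* and *acs* as a sign that the glyoxylate cycle matters at stationary phase.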

In *C. crescentus* NA1000, *aceA* is in an operon with a downstream ORF (CCNA_01842) encoding a hypothetical protein, but these two genes are not co-transcribed with the downstream gene *aceB* [33].

To determine whether CspC could affect stability of the mRNAs of the glyoxylate cycle genes, the rate of decay of *aceA* mRNA was determined in wild type, *cspC* mutant and complemented strains at stationary phase (Fig. 6). The mRNA decay assays revealed that *aceA* mRNA decays more rapidly in the *cspC* strain than in the parental and complemented strains. One hypothesis could be that CspC may bind to *aceA* mRNA stabilizing it, probably by preventing access of RNAses, but we cannot exclude the possibility that this effect could be indirect, for example mediated by a small regulatory RNA. We have performed the same analysis for *aceB*, but the results did not show a more pronounced rate of decay in the *cspC* mutant (data not shown), indicating that its lower mRNA levels may be the result of a different mechanism. On the other hand, if the effect on *aceB* stability was very minor, it could have been below our detection with the methods and conditions used.

**Fig. 6:**
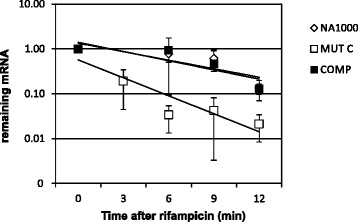
mRNA decay assays of *aceA* mRNA in *cspC* strain at stationary phase. mRNA levels were measured as a function of time after rifampicin treatment using qRT-PCR. mRNA levels quantified by qRT-PCR were fit to a single exponential decay curve to measure the mRNA half-life. The half-lives shown are representative of those from two independent rifampin chase experiments with comparable results. Strains are labeled as indicated: open rhombuses, wild type; filled squares, complemented strain *cspC* (pMR20-*cspC*) and open squares, *cspC* mutant strain

### CspC is required for bacterial growth in acetate

To confirm the requirement of *cspC* for growth in acetate as unique carbon source, the *cspC* and wild-type strains were grown in minimal M2 medium containing acetate as the sole carbon source. Growth was determined during five days and the consumption of acetate was quantified (Fig. 7). Although the NA1000 strain presented a long growth delay, with a lag phase of 48 h, this strain was able to reach stationary phase and entirely consumed the acetate present in medium. In contrast, neither growth nor acetate consumption was detectable for the *cspC* mutant after five days, indicating that this strain is unable to grow under these conditions.

**Fig. 7:**
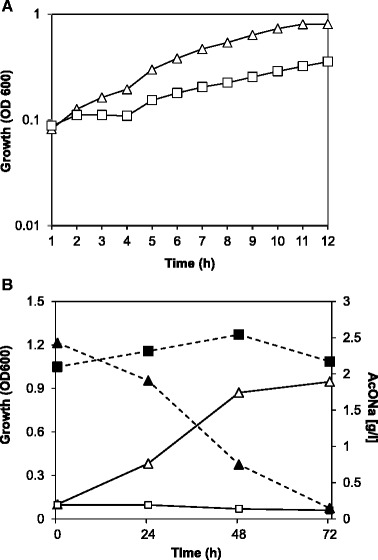
Growth and acetate consumption of the NA1000 and *cspC* strains. Cultures of the wild type (white triangles) and the *cspC* mutant (white squares) grown on M2G (0.2 % glucose) were washed with M2 salts and inoculated into fresh M2G medium (**a**) or M2 where glucose was substituted by 0.2 % sodium acetate (**b**). Cell growth was monitored by measuring the OD_600_. Acetate consumption (NA1000: filled triangles; *cspC*: filled squares) was determined at each time point.

## Discussion

The *cspC* mutant shows a severe loss of viability during stationary phase, indicating that the CspC has a main role in adaptation to this phase [11]. In the present work, we have analyzed the effect of the deletion of *cspC* in *C. crescentus* global gene expression both at exponential and stationary phases. The number of genes that were differentially expressed in exponential phase was much smaller than at stationary phase, confirming that CspC has a predominant role at this latter phase. 

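By limma, 230 ORFs differed between the *cspC* mutant and the wild type at exponential phase and 346 at stationary phase at an adjusted p under 0.05, and by the criterion of the methods 9 and 32. The *cspC* effect itself was tested for a difference between the phases. It was lower at stationary than at exponential phase for 61 ORFs and higher for 107 at an adjusted p under 0.05. Of the ORFs lower at exponential phase by limma, 36 were also lower at stationary phase and 5 were higher, and of the higher ones 7 were also higher and 1 was lower. With 1 array left out at a time, the total at exponential phase by limma ran from 31, without exponential phase replicate 2, to 375, without either wild type array. At stationary phase it ran from 119, without stationary phase replicate 2, to 395. More ORFs were called at exponential than at stationary phase with each comparison fitted on its own arrays, 425 against 235, and with normexp and loess, 377 against 250. Without stationary phase replicate 2 there were 125 against 119, and without replicate 3, 188 against 183, so the order of the 2 totals by limma depends on the processing, the fit and the arrays. By the criterion of the methods, fewer ORFs were called at exponential phase under each alternative. With normexp and loess, 3 were lower and 5 higher there, against 17 and 6 at stationary phase. The counts were closest with all of the last 4 oligonucleotides required, 1 and 4 against 5 and 2. From the smaller number of differentially expressed genes in exponential phase, the paper concludes that CspC acts mainly at stationary phase.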

The most interesting trend observed at exponential phase was that many upregulated genes are involved with amino acid synthesis, suggesting that the mutant cell is sensing a situation of amino acid starvation, even in a growth medium with sufficient amino acids.

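For the 5 ORFs of Table 2, the *cspC* effect at stationary phase minus that at exponential phase was -1.30 (SE 0.38, adjusted p = 0.0817) for CC1382, -2.58 (SE 0.35, adjusted p = 0.00485) for CC1396 and -1.56 (SE 0.27, adjusted p = 0.0170) for CC1397. It was -1.70 (SE 0.33, adjusted p = 0.0237) for CC1870 and -1.66 (SE 0.37, adjusted p = 0.0376) for CC1871. At stationary phase, the log2 ratio of CC1382 was 0.76 ± 0.28 (SD, n = 3 arrays, adjusted p = 0.115) and that of CC1396 0.24 ± 0.48 (SD, n = 3 arrays, adjusted p = 0.692), while CC1397 stayed higher in the mutant on all 3 arrays with 1.80 ± 0.43 (SD, n = 3 arrays, adjusted p = 0.000430). For CC1396, 1 of the last 4 oligonucleotides was not well above background in either channel on any of these arrays, and without it, a choice made after the background flags were seen, the log2 ratio was 0.18 and the difference -2.40.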

Among the downregulated genes in the *cspC* strain at stationary phase, the *sciP* gene was also characterized as an essential gene [28]. This transcription factor represses transcription of late predivisional cell and swarmer cell specific genes that have been activated by CtrA and also represses CtrA; moreover, downregulation of CtrA has been observed at stationary phase [34]. It is reasonable to suppose that SciP could also repress CtrA also during stationary phase. However, *ctrA* mRNA levels were not affected in the *cspC* microarray experiments, and only three genes (*pilA*, *fliL* and CC0681) belonging to the SciP regulon [28] were downregulated in the *cspC* mutant relative to the wild-type. *fliL* and CC0681 are not members of the CtrA regulon but their promoters contain a SciP DNA binding motif suggesting that SciP participate directly in their regulation.

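At exponential phase, *pilA* (CC2948) had a log2 ratio of -0.79 ± 0.62 (SD, n = 3 arrays, adjusted p = 0.0911) between the *cspC* mutant and the wild type, and CC0681 had -1.69 ± 1.56 (SD, n = 3 arrays, adjusted p = 0.0560). The *cspC* effect at stationary phase minus that at exponential phase was -1.45 (SE 0.36, adjusted p = 0.0526) for *pilA* and -2.55 (SE 0.65, adjusted p = 0.0558) for CC0681. Without the 1 oligonucleotide of *pilA* that was not well above background in the mutant's channel at stationary phase, a choice made after the background flags were seen, the difference was -1.30. The files and the paper's tables do not pair *ctrA* with an ORF number, so its values were not analysed here.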

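At stationary phase, *clpB* (CC0878) had a log2 ratio of 1.72 ± 0.30 (SD, n = 3 arrays, adjusted p = 0.000276) between the *cspC* mutant and the wild type, and *lon* (CC1960) had 1.62 ± 0.33 (SD, n = 3 arrays, adjusted p = 0.000430), both higher in the mutant on all 3 arrays. At exponential phase both were lower in the mutant on all 3 arrays, with log2 ratios of -0.86 ± 0.06 (SD, n = 3 arrays, adjusted p = 0.0208) and -1.28 ± 0.24 (SD, n = 3 arrays, adjusted p = 0.00609). The difference between the phases was 2.59 (SE 0.24, adjusted p = 0.000789) for *clpB* and 2.90 (SE 0.25, adjusted p = 0.000782) for *lon*.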

Interestingly, the expression levels of the heat shock genes *clpB* and *lon* were increased in the *cspC* mutant at stationary phase. Lon and ClpB are involved in refolding or degradation of misfolded proteins and disaggregating insoluble protein aggregates, respectively [35, 36], so the increase in the expression of these genes suggests that misfolded proteins might be accumulating in the mutant strain, as a sign of stress. SciP was described as a Lon substrate in *C. crescentus* [37], so low expression of SciP could be occurring both at the mRNA and protein level.

The positive regulation of the general stress response include the ECF sigma factor σ^T^, its anti-σ factor NepR, the anti-anti-σ factor PhyR, and the transmembrane sensor kinase PhyK [31, 32]. *sigU* expression was diminished in the *cspC* mutant; however, other genes that are SigT-dependent [24] did not show altered expression, suggesting that the CspC effect on SigU expression might be post-transcriptional. The absence of correspondence between the SigT and CspC regulons indicates that *sigU* expression is affected by CspC in a SigT-independent manner. Independent regulation between SigT and SigU has been previously reported in ∆*fixJ* e ∆*ftrA* strains, where *sigU* expression was altered but the expression of *sigT* was not modified [38], indicating that *sigU* is subject to a second level of regulation.

Among the genes strongly downregulated there is a gene encoding a 1.1 kb non-coding RNA between ORF CC0680 and CC0683. 

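At stationary phase, the ORF numbers within the region of the non-coding RNA, CC0681 and CC0682, had log2 ratios of -4.24 ± 0.22 (SD, n = 3 arrays, adjusted p = 0.000430) and -3.12 ± 0.21 (SD, n = 3 arrays, adjusted p = 0.000430) between the *cspC* mutant and the wild type. For CC0682, 2 of the last 4 oligonucleotides passed 2.5-fold on replicate 1 and 4 on each of the others, with outlier flagged spots not counted. The ORFs at its borders, CC0680 and CC0683, had -0.99 ± 0.79 (SD, n = 3 arrays, adjusted p = 0.0642) and -1.77 ± 0.23 (SD, n = 3 arrays, adjusted p = 0.00296). For CC0680, 1 of the last 4 oligonucleotides was not well above background in the mutant's channel on these arrays, and without it, a choice made after the background flags were seen, the log2 ratio was -0.69. In the wild type comparison of stationary with exponential phase, the log2 ratio was 2.00 ± 0.92 (SD, n = 2 arrays) for CC0681 and 2.40 ± 1.18 (SD, n = 2 arrays) for CC0682. At exponential phase the arrays spread widely for CC0681, from -3.35 to -0.27. CC0682 was lower in the mutant on all 3 arrays there too, with -1.85 ± 0.85 (SD, n = 3 arrays, adjusted p = 0.01435 from limma). The difference between the phases was -2.55 (SE 0.65, adjusted p = 0.0558 from limma) for CC0681 and -1.26 (SE 0.48, adjusted p = 0.165) for CC0682.

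**Figure D4:**
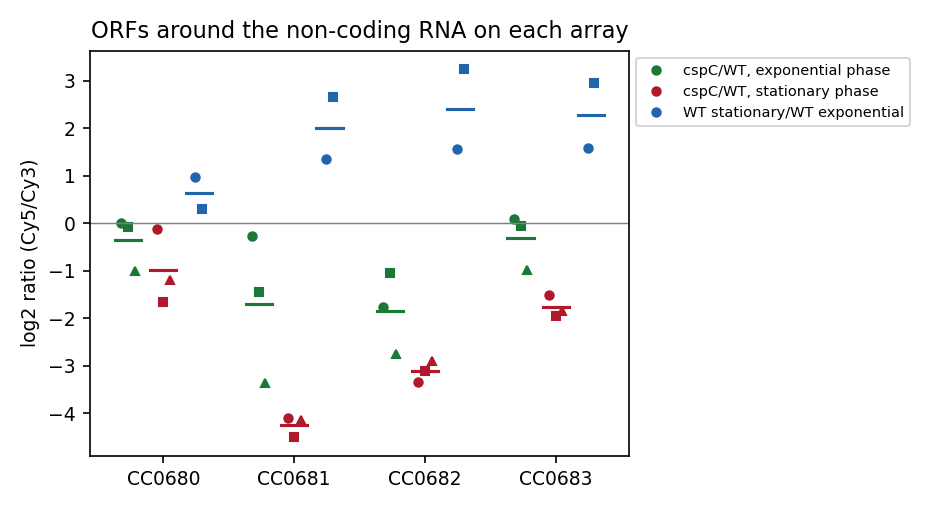
Log2 ratio of CC0680, CC0681, CC0682 and CC0683 on each of the 8 arrays, with a bar at the mean of each comparison. Circles, squares and triangles are replicates 1, 2 and 3. At stationary phase the *cspC* mutant's arrays lie between -4.50 and -4.09 for CC0681 and between -1.66 and -0.12 for CC0680.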

The existence of this long RNA was predicted in earlier work [39] and confirmed recently [33]. This transcript was identified as part of the SciP regulon [28], and a recent study from our group showed that its expression is also regulated by Fur [40]. *cspC* expression does not respond to the change in iron levels and is not regulated by Fur (data not shown), so the decrease of the levels of this transcript could be via a decrease in its stabilization.

The decreased flux through the electron transport chain at stationary phase may be a defense mechanism to protect against reactive oxygen species (ROS) generated during electron transport, as well as prevent an over consumption of endogenous reserves [16]. The upregulation of several genes indicate that the *cspC* mutant could be under significant oxidative stress at stationary phase. The genes encoding cytochromes of the *cbb*_*3*_ complex (CC1401-03) were upregulated in the *cspC* mutant. 

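The wild type arrays, which compare stationary with exponential phase, differed in direction for the 3 genes, with log2 ratios of -2.71, -1.64 and -1.17 on replicate 1 and 1.78, 1.99 and 1.90 on replicate 2 for CC1401, CC1402 and CC1403. In the Cy3 channel of the mutant arrays, the normalized log2 level of CC1403 in the wild type at exponential phase was 6.85, 10.35 and 9.72 on replicates 1, 2 and 3. The range between these arrays was larger than that of 99.7% of all ORFs for CC1403, and of 98.0% and 98.2% for CC1401 and CC1402.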

The *cbb*_*3*_ respiratory complex has high affinity for oxygen, and besides its major role in respiration under conditions of low oxygen pressure, it has been implicated in signal transduction in *Rhodobacter sphaeroides* [41]. These authors have proposed that *cbb*_*3*_ oxidase acts as an O_2_ sensor, generating an inhibitory signal to repress photosynthesis gene expression via the two component system PrrBA. Other terminal oxidases have been implicated in responding to oxidative stress [42]. 

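At exponential phase, *lovK* (CC0285) had a log2 ratio of 0.76 ± 0.26 (SD, n = 3 arrays, adjusted p = 0.0707) between the *cspC* mutant and the wild type, and its *cspC* effect differed between the phases by 1.15 (SE 0.31, adjusted p = 0.0703). The superoxide dismutase gene listed in Table 3, CC1777, was at -1.32, -2.38 and -1.58 on the 3 stationary phase arrays and at -0.42 ± 0.58 (SD, n = 3 arrays, adjusted p = 0.531) at exponential phase. In the wild type comparison, CC1777 was at -1.44 on replicate 1 and 1.11 on replicate 2.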

The increased expression of LovK, that was described as a redox sensor in the cytoplasm and a light sensor in *C. crescentus* [43] and of the superoxide dismutase SodA reinforce this hypothesis.

The glyoxylate cycle is an anapleurotic pathway of the tricarboxylic acid cycle that allows growth on substrates that are converted into acetyl-CoA, e.g. fatty acids, acetate or ethanol [44]. The repression of the glyoxylate cycle genes in the mutant, preventing the conversion of acetyl-CoA into oxaloacetate, may impair growth from other carbon sources, such as fatty acids. In fact, the *cspC* mutant is unable to grow in acetate as the sole carbon source (Fig. 7). 

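The *cspC* effect on the sulfur metabolism ORFs of Table 4 was tested for a difference between the phases. At stationary minus exponential phase it was 2.50 (SE 0.25, adjusted p = 0.00120) for CC1482, 1.84 (SE 0.28, adjusted p = 0.00747) for CC1483 and 1.48 (SE 0.26, adjusted p = 0.0179) for CC0286. For CC1119 it was 1.72 (SE 0.52, adjusted p = 0.0901). For the methionine pathway genes it was 2.38 (SE 0.36, adjusted p = 0.00747) for CC0050 and 2.94 (SE 0.26, adjusted p = 0.000782) for CC0482. CC0050 had negative log2 ratios on all 3 exponential phase arrays. For CC0482, 2 of the last 4 oligonucleotides were not well above background in the mutant's channel on any exponential phase array and 1 in the wild type's, besides those at stationary phase. For CC1119 and CC1482, 1 was not well above background in at least 1 channel at exponential phase. Leaving out, in both phases, each oligonucleotide with only a bound in either phase, an alternative chosen after these values were seen, gave 3.51 for CC0482 from 2 oligonucleotides. From 3 oligonucleotides each it gave 2.20 for CC1482, 1.69 for CC1119 and 2.33 for CC0050.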

The remarkable induction of the genes of sulfur metabolism in the *cspC* mutant indicates that the cells are actively increasing the input of sulfate and that it is probably being funneled to the methionine biosynthesis pathway. Previous work has shown that this effect is a result of the methionine pool becomes limiting for growth in acetate-treated cells, and growth arrest may be reversed by the addition of exogenous methionine [45]. Moreover, *E. coli cspA* has been shown to be induced by the addition of homocysteine to the medium, and this induction is likely to be caused by the depletion of isoleucine that arises in treated cells [46]. The authors proposed that ribosomal stalling caused by amino acid depletion acts as the signal leading to induction of *cspA*. In *C. crescentus*, stationary phase caused by the shortage of amino acid supply may lead to the same condition, triggering the expression of *cspC*.

The similarities found here between the three microarrays data (carbon starvation, exponential x stationary phase, and *cspC* mutant x wild type at stationary phase) strongly suggests that *cspC* has an important role in nutrient starvation response at this phase. 

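Of the 3 sets of arrays named, those of carbon starvation are of another study and were not used here. Across 3752 genes, which are not independent replicates, the *cspC* effect at stationary phase and the wild type's change from exponential to stationary phase correlated with r = -0.20. In 100 simulations of an unchanged mutant whose wild type RNA was shared between both comparisons, r ran from -0.23 to -0.12, with a mean of -0.17. The *cspC* effect at exponential phase and the wild type's change correlated with r = 0.20. Of the ORFs lower in the mutant on replicate 1, 2 or 3 taken alone, 39 of 94, 23 of 62 and 17 of 44 were also higher in the wild type at stationary phase by the criterion of the methods. Over all ORFs, 3.855, 2.543 and 1.805 would be shared by chance. The simulations did not cover single arrays. The methods describe independent cultures, 3 for the mutant comparison and 2 for the wild type one. If so, not every mutant array can share wild type RNA with the wild type arrays, yet each array alone overlapped more than by chance. This argues against shared wild type RNA as the whole cause, though it may add to some of these overlaps.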

The modulation of *aceA* mRNA levels by CspC has unveiled a molecular mechanism that may be relevant in other bacteria. In *Corynebacterium glutamicum* it was shown that the glyoxylate cycle is regulated at the mRNA level via dowregulation of *aceA* by RNase E/G, mediated by the secondary structure of the 3’ UTR of *aceA* mRNA [47]. The analysis of the predicted 3’-UTR of *C. crescentus aceA*-CCNA01842 mRNA showed a putative GC-rich hairpin loop, but there is no predicted Rho-independent transcription terminators. Interestingly, we have identified a secondary structure similar to the one in *C. glutamicum aceA* at the 3’ UTR in region of *C. crescentus aceB* mRNA, but the involvement of RNase E in its degradation is still to be determined. It has been proposed for *E. coli* that the long-chain fatty acids from the cytoplasmic membrane may provide a source of carbon and energy for starved cells [16]. This impairment of the glyoxylate cycle could be one of the reasons for the loss of viability of the *cspC* mutant at stationary phase, when there is the need for the metabolism of alternative carbon sources. The conditions at stationary growth phase are comparable to those in the scarce natural environment in which bacteria can be found. One plausible explanation for the activation of glyoxylate cycle at stationary phase is that *C. crescentus* could utilize acetate or other acids as alternative carbon sources derived from fermentation product of other bacteria that live in the same environment.

## Conclusions

The stationary phase-induced RNA binding protein CspC has an important role in gene expression at this phase. Several genes have their expression levels downregulated by the absence of CspC, including the essential gene *sciP*, the ECF sigma factor *sigU*, as well as the genes for enzymes of the glyoxylate cycle and for oxidative stress response. On the other hand, genes for reductive sulfate assimilation and methionine biosynthesis are upregulated, probably as a response to the inefficiency of the glyoxylate cycle. At least in the case of *aceA*, the downregulation may be attributed to the shorter half-life of its mRNA in the *cspC* mutant, suggesting that the main regulatory mechanism is via altering RNA stabilization. The essentiality of *cspC* for stationary phase survival may be at least in part a result of the impairment of the glyoxylate cycle.

### Availability of supporting data

The data sets supporting the results of this article are available in the Gene Expression Omnibus (GEO) repository, under accession number GSE61726 [http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE61726].

## Additional file

Additional file 1: Table S1. Primers used in this study.

## Abbreviations

cDNA: Complementary DNA synthesized from RNA
CSD: Cold Shock Domain
CSP: Cold Shock Protein
g: gravity (measurement of centrifugal force)
GEO: Gene Expression Omnibus
HPLC: High-performance liquid chromatography
OD_600_: Optical density at 600 nm
ORF: Open reading frame
rpm: Rotations per minute
ROS: Reactive oxygen species
RT-PCR: Reverse-transcription polymerase chain reaction
UTR: Untranslated region

# Supplementary material for: CspC regulates the expression of the glyoxylate cycle genes at stationary phase in Caulobacter
**Source:** BMC Genomics. 2015 Aug 27;16(1):638. doi: 10.1186/s12864-015-1845-1
**Supplement:** Additional file 1: Table S1. — Primers used in this study.

## Additional File

### Post-transcriptional regulation of the glyoxylate cycle *aceA* gene by CspC at stationary phase

Juliana S. Santos, Heloise Balhesteros, Carolina A.P. T. da Silva, and Marilis V. Marques

**Table S1.** Primers used in this study

| Primers  | Sequence (5'–3')       |
|----------|------------------------|
| CC0088 F | AGCGCGACTTTTTGGCTCAGGT |
| CC0088 R | AGGTGCGCGCAAAGTCGAAGAA |
| CC1764 F | GACAGCTCCAAGTTCACCCA   |
| CC1764 R | TCCAGCCCGACAGATAGACA   |
| CC3581 F | ACAGGTTTTCCCGGTCCTG    |
| CC3581 R | ATGTCGCGCCAATAGCCTTC   |
| CC1402 F | TGGCCACCAATGACCTGGACTA |
| CC1402 R | CGAGATCCTTCTTGGCGTTGGT |
| CC0903 F | CGACCGGTGCGCCTCTCACT   |
| CC0903 R | CGAGAGCAGACCCCGCGAA    |
| CC0682 F | AGGTGCGCCGGCGCTAATATG  |
| CC0682 R | AGCACCAACTCTTGCTCCCCA  |
| CC1765 F | ACCTCCGCTGTGCTGAAAATCC |
| CC1765 R | GCGTAGAGGCCAAAGTCGAACA |
| CC0679 F | GCTCCGCTTTGATCTCTGCCTT |
| CC0679 R | TCGATCCGATGAACCCCAACCT |
| CC0559 F | GCAAGGCGACCTTCCAGAACAT |
| CC0559 R | ACTCGCAATACTCGTCCAGCCA |

How the deposited data were processed for this re-analysis (not part of the article)

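RNA of *C. crescentus* was compared on 8 Agilent 2-colour arrays. In 3 arrays the *cspC* mutant was compared with the wild type at exponential phase, in 3 arrays at stationary phase, and in 2 arrays stationary was compared with exponential phase of the wild type. Cy5 held the mutant, or the wild type at stationary phase, on every array, and no dye swap was made. Replicates 1 of both mutant comparisons were on 1 slide, replicates 2 and 3 of both on another, and the wild type arrays on a separate slide. Array labels gave the condition of each array. The paper's text and the labels do not say whether the wild type RNA was shared between comparisons or whether equal replicate numbers mark a shared day.

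Before deposit, the authors had Feature Extraction make the log10 values by local background subtraction, spatial detrending and dye normalization of Cy5 over Cy3. As deposited by the authors, the processed intensities are background subtracted, detrended and dye normalized by Feature Extraction, and the mean signal and background intensities are raw. The spot tables came with a table of values, which equals the log ratio of the spot tables in all 45206 spots of each array. The log ratio is log10 of Cy5 over Cy3, after local background subtraction with spatial detrending and dye normalization within the array by a linear scale and LOWESS, per the file headers. It is 0 where neither channel rose above background and at some other spots, between 1865 and 9163 spots of an array. The spot tables name Feature Extraction version 9.5.3.1 and their oligonucleotides have 60 bases, starting 399 bases upstream of the start codon.

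Log ratios were turned to log2. Control spots and spots flagged as non-uniform or population outliers in either channel were left out. The value of an ORF is the mean of its last 4 oligonucleotides on an array, and a fold change is 2 to the power of the mean log2 ratio. The study's criterion (at least 2.5-fold in at least 3 of the last 4 oligonucleotides on every array) was applied to unflagged spots. limma 3.58.1 in R 4.3.3 fitted 1 mean per comparison to all 8 arrays, and tested each mean, and the difference of the *cspC* effect between the phases, with Benjamini-Hochberg adjustment over 3755 ORFs and a threshold of 0.05. The Cy3 processed signals of the 6 mutant arrays, quantile normalized on the log2 scale, were compared between the phases in the same way. The overlap was tested with Fisher's exact test, over the ORFs with all of the last 4 oligonucleotides unflagged. Other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

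The steps were tested on simulated data with 200 changed ORFs. limma recovered 184, 192 and 179 of them in the 3 comparisons, with 1.08%, 2.04% and 7.25% of its calls false, 136 in the Cy3 channel, and 84.6% of the changed differences. The study's criterion recovered 104, 114 and 94. Some of the simulated changes were under its 2.5-fold minimum, and of those of at least 4-fold it recovered 87.23%, 90.2% and 68.04%. The number of arrays limits the precision of each value. The share of oligonucleotides well above background was lowest on stationary phase replicate 3 in both channels, and 40.3% were well above background in neither.

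Genes are named if the paper names them or lists them in Tables 1 to 4, or if they had the largest changes outside the Tables with an adjusted p under 0.05 and the same direction on each array of the comparison, 5 on each side, of which 2 are given. CC1507 was also named after its values were seen, since with CC2623 it was the only ORF outside the Tables that passed the study's criterion at stationary phase. The comparisons, the alternatives and this rule were set before the data were examined. 3 alternatives were added after the values were seen: the arithmetic mean of the linear ratios, leaving out oligonucleotides with only a bound, and all ORFs as the background of the overlap. The numbers of the replicates do not pair the arrays in the values: the deviations of same-numbered exponential and stationary phase arrays from their group means correlated across genes with r = 0.172, -0.131 and 0.143.

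The loci of *cspC*, *sigU*, *sigT* and *ctrA* are not given by ORF number in the array files or in the paper's text, and no genome was at hand, so these genes and the ORFs near *cspC* were not analysed here. The carbon starvation arrays, RT-PCR, reporter and mRNA decay experiments were not used here.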

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

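The tests of other groupings of the arrays, of a dye effect on the *cbb3* genes and of a dye effect on ORFs outside the Tables were chosen only after the results were seen, and the rule for the dye effect on the *cbb3* genes was changed after its first outcome.

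The *cspC* effect differed between the phases, lower at stationary phase for 61 ORFs and higher for 107, at an adjusted p under 0.05 by limma's test of the difference. The ways to divide the mutant arrays into 3 and 3 were tested in fits of those 6 arrays alone, where the real division gave 202 calls, and 1238 in the Cy3 channel. Of the 10 ways, 1, the real one, gave as many calls. A share under 0.05 cannot be had from 10 divisions, whatever the values, so this count cannot exclude chance. In the Cy3 channel, which holds wild type RNA only, the real division was again the 1 with as many calls among the 10. Both slides of the mutant arrays hold as many arrays of the 1 phase as of the other, so a shift between the slides cancels in this difference by design, and the fit with slide as a fixed block is no test of it. Without stationary phase replicate 2 the counts were 15 and 20. A growth phase difference in the action of CspC stays open, as does a difference between the phases in the wild type's growth.

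Of the named genes, 8 were lower in the *cspC* mutant on all exponential phase arrays and higher on all stationary phase arrays, with a tested difference in log2 ratio. It was 2.38 for CC0050, 2.94 for CC0482, 2.59 for CC0878, 3.85 for CC1402, 3.47 for CC1403, 2.90 for CC1960, 1.47 for CC1991 and 2.91 for CC2912. The test is of the difference, and a change of sign passed in each phase on its own for CC0482, CC0878 and CC1960 only. For CC0482 only 2 of the last 4 oligonucleotides were free of a bound in both phases, where the difference was 3.51, an alternative chosen after the values were seen, so its change of sign rests on those 2 and has no test of its own. At exponential phase the adjusted p was 0.115 for CC0050, 0.0798 for CC1402, 0.0524 for CC1403, 0.664 for CC1991 and 0.173 for CC2912. At stationary phase it was 0.0934 for CC1402 and 0.114 for CC1403. A fixed dye effect of an oligonucleotide would be alike in both phases, since the mutant carried Cy5 in both. For CC1401, CC1402 and CC1403 the smallest difference was 3.47, and each was above 2 standard errors, which argues against the dye as the whole cause. The rule first set asked for an adjusted p under 0.05 for all 3 genes. CC1401 had 0.0694, so by that rule the dye stayed open for it.

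For the *cbb3* genes, variation between wild type cultures stays open. With values centred within each phase, the slope of their log2 ratio on the wild type's Cy3 level, pooled over both phases, was -0.626. A slope of -1 would mean that the ratio follows the wild type's level fully, and the median slope of all genes was -0.168. At stationary phase, CC1401 and CC1403 had their highest ratios, 1.838 and 1.91, at their highest Cy3 levels, 10.46 and 9.292. CC1402 had its highest ratio there, 2.242, at its lowest level, 8.87. The wild type's level of these genes at exponential phase ranged over 2.61 (CC1401), 2.66 (CC1402) and 3.50 (CC1403) on the log2 scale between the 3 arrays. The ratio and the Cy3 level share the Cy3 signal, so noise in it lowers the slope too. On these arrays, variation of the wild type cultures and an effect of CspC cannot be told apart for CC1401, CC1402 and CC1403. The paper's stationary phase RT-PCR, not used here, is separate evidence, and its primers include CC1402. From the mutant and the complemented strain, the paper concludes that the genes tested need CspC for normal expression.

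Outside Tables 1 and 2, limma called 172 lower and 47 higher ORFs in the *cspC* mutant at exponential phase. These include ORFs of Tables 3 and 4, such as CC0878 and CC1960 among the lower and CC0287 among the higher ones. Outside Tables 3 and 4, it called 165 lower and 124 higher ORFs at stationary phase. The paper does not report these changes. Over the 289 called at stationary phase, the slope of the exponential effect on the stationary effect was 0.181 (SE 0.0240), and 98 had the opposite sign at exponential phase. A fixed dye effect would bring the slope near 1, apart from a loss from noise that was not estimated, so it is not the whole cause for these ORFs as a set. A dye effect on part of them, differences between cultures and an effect of CspC stay open.

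The arrays hold oligonucleotides of the strand opposite to 3574 ORFs, which the paper does not discuss. By limma, 42 of them changed between the strains at exponential phase, 14 at stationary phase, and 1675 between the phases of the wild type. On the 8 arrays between 42.8% and 76.5% of them were well above background in both channels, against 0.592% to 3.35% of the negative controls. Label on both strands of the cDNA would bring the slope of their log2 ratio on that of the oligonucleotide at the same position of the ORF's strand near 1, and antisense transcription alone would not. The slope was 0.343 at stationary phase and 0.265 at exponential phase between the strains, and 0.502 between the phases of the wild type. Of the changed opposite strand oligonucleotides, 37 of 42, 13 of 14 and, between the phases of the wild type, 668 of 1675 had a partner that was tested and not called. Where both were called between the phases of the wild type, 842 of 962 changed in the same direction. A missed call is not the absence of a change, and a slope between both values leaves label on both strands open beside antisense transcripts, and they cannot be told apart here.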

How the results depend on the processing

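The arithmetic mean of the linear ratios, leaving out oligonucleotides with only a bound, and all ORFs as the background were chosen after the data were seen. Where no construction is named, the cause was not tested.

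By the study's criterion, 4 ORFs were lower and 5 higher in the *cspC* mutant at exponential phase. The lower ones were 7 with outlier spots kept, 7 with the last 2 oligonucleotides, 9 with a fold minimum of 2, 1 with all of the last 4 oligonucleotides and 33 with the mean over the arrays. At stationary phase there were 21 lower and 11 higher, and 38 and 19 with a fold minimum of 2, 5 and 2 with all of the last 4, 49 and 29 with the mean over the arrays, and 6 higher with normexp and loess. On the wild type arrays there were 261 lower and 154 higher, and 81 and 41 with all of the last 4, 427 and 269 with the mean over the arrays, and 74 higher with normexp and loess. A lower fold minimum or a criterion met by fewer spots or arrays passes more ORFs by construction.

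By limma, array weights gave 408 lower and 174 higher ORFs at exponential phase, 717 and 713 at stationary phase, and 379 and 594 for the difference between the phases, against 178 and 52, 202 and 144, and 61 and 107. Those weights rest mostly on stationary phase replicate 2, with a weight of 5.89, and their estimate did not fully converge. Each comparison on its own arrays gave 315 and 110 at exponential phase, 148 and 87 at stationary phase and 617 higher on the wild type arrays. With normexp and loess there were 288 and 89 at exponential phase, 155 and 95 at stationary phase and 38 lower for the difference. These 2 alternatives put the total at exponential phase, 425 and 377, above that at stationary phase, 235 and 250, where 230 and 346 were called before. A change of at least 2.5-fold besides the adjusted p left, by construction fewer, 24 and 6, 61 and 33, 565 and 318 on the wild type arrays, and 37 and 60 for the difference. The higher ORFs at exponential phase were 81 with all oligonucleotides, 85 with outlier spots kept and 33 with the last 2. In a paired fit with a replicate block the difference had 102 and 206 ORFs, and with slide as a fixed block 124 and 237, and both slides are balanced over the phases. In the Cy3 channel, 767 ORFs were lower and 471 higher, and all oligonucleotides gave 812 higher, the last 2 gave 279 higher, and leaving out dim spots gave 368 lower.

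Setting the median of all non-control oligonucleotides of each array to 0 moved wild type replicates 1 and 2 by 0.133 and 0.0997 on the log2 scale. The median over the ORFs, 0.0747 on replicate 1, was then -0.0581, and on replicate 2 it was -0.0997. This centring gave 1222 lower and 889 higher ORFs by limma on the wild type arrays, against 1118 and 1076, and 303 and 126 by the study's criterion, against 261 and 154.

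The overlap of 3 ORFs between those lower in the mutant and those higher in the wild type at stationary phase was 8 over all ORFs, 11 with outlier spots kept, 7 with the last 2 oligonucleotides, 11 with a fold minimum of 2, 1 with all of the last 4, 12 with the mean over the arrays and 124 with limma calls. It was past chance at a p under 0.05 by Fisher's exact test, p = 0.0152, but not with dim spots left out, p = 0.0702, or with all of the last 4, p = 0.0731. Over the other alternatives the largest p by this test was 0.0346, without wild type replicate 2. The smallest were 3.9e-31, with the ORFs lower on stationary phase replicate 1 alone, and 3.2e-23, with limma calls.

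With 1 array left out at a time, the study's criterion gave between 9 and 16 lower and 5 higher ORFs at exponential phase, 23 to 33 lower and 12 to 37 higher at stationary phase, and 399 to 405 lower and 261 to 270 higher on the wild type arrays, where fewer arrays have to pass. At stationary phase the 33 and 37 were without stationary phase replicate 1. By limma, the ranges were 25 to 276 lower and 6 to 99 higher at exponential phase, 76 to 224 and 43 to 234 at stationary phase, 831 to 1137 and 751 to 1126 on the wild type arrays, 15 to 73 and 20 to 249 for the difference, and 622 to 699 and 290 to 423 in the Cy3 channel. Without exponential phase replicate 2 there were 25 and 6 at exponential phase and 290 higher in the Cy3 channel. Without exponential phase replicate 1 there were 27 and 12, and without replicate 3, 72 and 10. Without stationary phase replicate 2 there were 76 and 43 at stationary phase and 15 and 20 for the difference, and without stationary phase replicate 1, 234 higher at stationary phase and 249 for the difference. Without wild type replicate 1 or without wild type replicate 2, 276 and 99 were called at exponential phase. The lone wild type array is then assumed to vary like the other groups. The overlap ran from 3 to 6.

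Of the 210 values of named genes, the direction of a called value changed under 1 alternative, all oligonucleotides, on the wild type arrays: CC0050 at 0.41, CC0088 at 0.47, CC0451 at 0.40, CC0464 at 0.0939 and CC1666 at -0.88. Upstream oligonucleotides can lie outside the transcript, and the cause was not tested. Under that alternative 167 values kept their direction and their side of the threshold, 210 with the values of the deposited table, 206 with ratios centred on the median of the non-control oligonucleotides, 199 with normexp and loess, and 204 with outlier spots kept. Results for *cspC* itself and for the ORFs near it were planned and not run, since its ORF number is not given. On stationary phase replicate 3, 40.3% of the oligonucleotides were well above background in neither channel, which limits the ratios of weakly expressed ORFs there.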

Differences from the paper's values

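The arithmetic mean of the linear ratios, outlier spots included, was chosen after the paper's values and these were seen, and it came within 1.1-fold of 11 of 11 values of the paper at exponential phase, 57 of 60 at stationary phase and 59 of 60 on the wild type arrays. The mean log2 ratio used here did so for 7, 20 and 25.

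A fold change is said to differ where it is more than 1.5 times the other value, or the other way round, and the gap is larger than the SD between the arrays on the linear scale. A count differs where it is more than 1.5 times the other, or the other way round. For CC0579 between the *cspC* mutant and the wild type at stationary phase, the paper's fold change is 0.22 and the value here 0.113. Of 19 alternatives set before the data were examined, 3 did not differ: normexp and loess, the last 2 oligonucleotides, and all oligonucleotides. The others differed. The arithmetic mean, chosen after seeing the values, gave 0.222, and leaving out the oligonucleotides with only a bound, chosen after seeing the background flags, gave 0.165, which does not differ. None of the last 4 oligonucleotides of the other genes named here had only a bound in its comparison. For CC0682 in the same comparison the paper's fold change is 0.19 and the value here 0.115. Outlier spots kept, the last 2 oligonucleotides and all oligonucleotides did not differ, and the others did. The arithmetic mean, chosen after seeing the values, gave 0.190. For CC3582 the paper's fold change is 0.25 and the value here 0.148. Normexp and loess, outlier spots kept, the last 2 oligonucleotides, the median of the oligonucleotides and the values without stationary phase replicate 1 did not differ, and the others did. The arithmetic mean, chosen after seeing the values, gave 0.248.

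On the wild type arrays, the paper's fold change of CC3580 is 82.4 and the value here 46.5. The last 2 oligonucleotides, the median of the oligonucleotides and the values without wild type replicate 1 did not differ, and the others did. The arithmetic mean, chosen after seeing the values, gave 82.4. For CC1461 the paper's fold change is 0.9 and the value here 0.326. None of the 19 alternatives set before the data were examined came within it, and the arithmetic mean, chosen after seeing the values, gave 0.373, which still differs.

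By the study's criterion at stationary phase, the paper's counts are 37 downregulated and 23 upregulated genes, 60 in all, and the counts here are 21, 11 and 32. Of 12 alternatives set before the data were examined, a fold minimum of 2 and the mean over the arrays did not differ for any of the 3 counts. The values without stationary phase replicate 1 or without stationary phase replicate 3 did not differ for 37 and 60 and differed for 23. The others differed.

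The paper's count of genes downregulated in the mutant and more expressed at stationary phase, 24, was set against the genes of Table 3 that met the study's criterion on the wild type arrays, 19, which do not differ by the measure used. This match was chosen after the values were seen. The match made first was with the overlap of the calls made here, 3 over 1161 ORFs and 8 over all ORFs, which does differ from 24.

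The paper describes CC0088 as unchanged on the arrays. Its log2 ratio here was 0.08 between the strains at stationary phase, -0.68 at exponential phase and -1.05 between the phases of the wild type, and 0.47 with all oligonucleotides. The paper lists CC1871 as upregulated at stationary phase too, and its log2 ratio here was 0.29 (SD 0.30, adjusted p = 0.628 from limma). The paper's discussion describes the superoxide dismutase SodA as increased. The superoxide dismutase gene of its Table 3, CC1777, had a log2 ratio of -1.76 at stationary phase, and whether both names mean 1 gene is not stated.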

Other observations

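The tests of a shared slide and of how far the mutant cultures were into stationary phase were chosen only after the results were seen.

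CC0088 fell at stationary phase of the wild type. A dye effect as the whole cause would leave no fall in the Cy3 channel alone, where the log2 change was -1.22 (SE 0.389). With the median of all non-control oligonucleotides of each wild type array at 0, the log2 change was -1.17, so a scaling of the kind this removes is not the whole cause. Both use the last 4 oligonucleotides, and with all oligonucleotides the log2 change was 0.47. No biological explanation was tested beyond the growth phase.

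The overlap between ORFs lower in the *cspC* mutant and higher in the wild type at stationary phase was 3, and 8 over all ORFs. In 100 simulations of an unchanged mutant with wild type RNA shared between the 2 comparisons, the largest overlap was 1. At most 2 ORFs were lower in the simulated mutant, so the overlap could not reach the observed one and does not decide. The simulations also rest on an assumed noise, and the observed correlation of both effects lay within theirs, so they leave shared wild type RNA open. If the 3 and 2 replicates of the methods came from independent cultures, not every mutant array can share it. Stationary phase replicates 1, 2 and 3 alone shared 39, 23 and 17 ORFs, against 3.855, 2.543 and 1.805 by chance. This argues against shared wild type RNA as the whole cause. The background of all ORFs was looked at after the smaller overlap was seen. Mutant cultures that were less far into stationary phase would lower the ORFs induced in the wild type as a set. Outside Tables 3 and 4, the median *cspC* effect of 132 such ORFs was -0.38, with 71.2% below 0. The median was -0.76, -0.26 and -0.09 on replicates 1, 2 and 3, so replicate 1 carries most of it, and at exponential phase it was -0.21. The 259 ORFs lower in the wild type had a median of -0.01, and -0.23, 0.04 and 0.22 on the 3 arrays, where the same explanation asks for a rise. A delay of the mutant and an effect of CspC on these ORFs cannot be told apart, since both act on the same arrays.

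On wild type array replicate 2, outlier marks were dense in the last rows of the grid. A local defect that changes the ratios would widen the difference between the 2 wild type arrays there. Among unmarked spots, the SD of that difference was 1.04 times that of the other spots, against 1.02 and 0.986 on pairs of mutant arrays, which argues against such a defect in the unmarked spots.

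Stationary phase replicates 2 and 3, which shared a slide, correlated with r = 0.84, more than with replicate 1. A shared slide may contribute. Exponential phase replicates 2 and 3, on that slide too, had r = 0.527, and replicates 1 and 2, on different slides, 0.619. These are single pairs of arrays without a spread, so the slide and a difference between the cultures cannot be told apart.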
